# The influence of adolescent nicotine exposure on ethanol intake and brain gene expression

**DOI:** 10.1371/journal.pone.0198935

**Published:** 2018-06-18

**Authors:** Constanza P. Silva, William J. Horton, Michael J. Caruso, Aswathy Sebastian, Laura C. Klein, Istvan Albert, Helen M. Kamens

## Abstract

Nicotine and alcohol are often co-abused. Adolescence is a vulnerable period for the initiation of both nicotine and alcohol use, which can lead to subsequent neurodevelopmental and behavioral alterations. It is possible that during this vulnerable period, use of one drug leads to neurobiological alterations that affect subsequent consumption of the other drug. The aim of the present study was to determine the effect of nicotine exposure during adolescence on ethanol intake, and the effect of these substances on brain gene expression. Forty-three adolescent female C57BL/6J mice were assigned to four groups. In the first phase of the experiment, adolescent mice (PND 36–41 days) were exposed to three bottles filled with water or nicotine (200 μg/ml) for 22 h a day and a single bottle of water 2 h a day for six days. In the second phase (PND 42–45 days), the 4-day Drinking-in-the-Dark paradigm consisting of access to 20% v/v ethanol or water for 2h or 4h (the last day) was overlaid during the time when the mice did not have nicotine available. Ethanol consumption (g/kg) and blood ethanol concentrations (BEC, mg %) were measured on the final day and whole brains including the cerebellum, were dissected for RNA sequencing. Differentially expressed genes (DEG) were detected with CuffDiff and gene networks were built using WGCNA. Prior nicotine exposure increased ethanol consumption and resulting BEC. Significant DEG and biological pathways found in the group exposed to both nicotine and ethanol included genes important in stress-related neuropeptide signaling, hypothalamic–pituitary–adrenal (HPA) axis activity, glutamate release, GABA signaling, and dopamine release. These results replicate our earlier findings that nicotine exposure during adolescence increases ethanol consumption and extends this work by examining gene expression differences which could mediate these behavioral effects.

## 1. Introduction

Nicotine and ethanol are often used concomitantly. Smoking rates among alcoholics are estimated to be higher than in the general population (around 80% vs. 34%) and the prevalence of alcoholism in the United States has been calculated to be 10 times higher in smokers than among non-smokers [1,2]. Adolescence is a vulnerable period for the onset of nicotine and ethanol use [3–5], with evidence linking the risk of smoking during this period with subsequent development of alcohol abuse and dependence [6–8]. Additionally, sex differences have been reported, suggesting a stronger association between concurrent smoking and alcohol use disorders (AUDs) among females as compared to males [9–12]. Because the majority of smokers begin smoking during adolescence [13], these findings suggest that adolescent females may be especially vulnerable to negative consequences of early alcohol and tobacco use.

Nicotine exposure during adolescence has unique effects on the developing brain. Exposure to nicotine during this period produces long-term alterations in developing structures such as the neocortex, hippocampus, and cerebellum [14]. Nicotine alters the function of these brain regions by inducing changes in dendritic spines and neuronal morphology, that are produced by alterations in transcriptional regulators of synapse maintenance [15]. These nicotine-induced neurobiological alterations can produce cognitive impairment, increase risk-taking behaviors [16], and increase risk of future depression [17] or anxiety [18]. These biological and behavioral alterations can predispose certain individuals to develop substance use disorders [19]. Therefore, it is crucial to examine the effects of adolescent nicotine exposure on physiological and behavioral outcomes. One such physiological response is changes in gene expression. These changes could alter normal developmental trajectories, increasing the risk of substance use later in life.

In animal models, age and sex-related differences in nicotine and ethanol consumption have been identified. Adolescent rodents show age-related differences in nicotine sensitivity, reward, tolerance, withdrawal, and nicotinic acetylcholine receptor (nAChRs) function compared to adults [20–23]. Further, adolescent female mice and rats consume more nicotine (adjusted for body weight) than do their male counterparts [24–26]. Moreover, adolescent female mice are more responsive to the rewarding effects of nicotine [27] and more susceptible to binge ethanol drinking compared to males [28,29].

Previous studies have shown that nicotine exposure increases ethanol self-administration in rodents [30,31]. One proposed mechanism by which nicotine increases ethanol self-administration is via the release of stress hormones [32–33]. Nicotine activates the stress-responsive neuroendocrine system (i.e. hypothalamic–pituitary–adrenal (HPA)) and, consequently, induces glucocorticoid release [32]. In adult rodents, glucocorticoids reduce ethanol-induced dopamine signaling through enhancement of GABAergic inhibition on dopamine (DA) neurons in the ventral tegmental area (VTA) [31,34,35]. Further, blunted DA levels have been associated with increased susceptibility to drug and ethanol use [36]. Ethanol can also potentiate GABA_A_, nACh, and 5-HT3 receptor function, and inhibit the function of glutamatergic receptors [37]. However, these studies in adult animals have focused on either nicotine or ethanol’s specific mechanisms of action rather than the effects of these substances on adolescent brain development and their link to later drug behaviors.

The effect of adolescent nicotine exposure on brain gene expression and ethanol consumption are poorly understood. The aim of this study was to determine the effect of nicotine exposure on ethanol consumption and resulting gene expression in female adolescent C57BL/6J mice. Our findings reveal that nicotine exposure increases ethanol consumption and blood ethanol concentrations (BEC) in female adolescent mice compared to nicotine-naïve animals. Significant differentially expressed genes (DEG) and biological pathways after nicotine and/or ethanol administration were associated with neuropeptide, HPA axis activity, neurogenesis, glutamatergic and GABAergic neurotransmission, and DA release. Our results allow us to hypothesize that nicotine exposure alters stress-related neuroendocrine and reward-associated neurotransmitter systems, which may mediate enhanced ethanol consumption, however, future work is required to test this.

## 2. Materials and methods

### 2.1. Animals

Forty-three adolescent (PND 28) female C57BL/6J mice were purchased from The Jackson Laboratory, Bar Harbor, ME. Only female mice were tested due to reported differences in nicotine consumption and ethanol effects observed between sexes [26,38–40]. Mice were singly housed in standard sized Plexiglas cages with bedding (Bed-o’Cobs, The Anderson Agriservices, Inc. Maume, OH) in a temperature-controlled room (20.3°C ± 0.8). Animals were housed on a 12-hour reversed light/dark cycle (lights off at 1000 h). Mice had *ad libitum* food (Lab Rodent Diet 5001, PMI Nutrition International, Inc., Brentwood, MO) throughout the experiment. All procedures were approved by the Pennsylvania State University Institutional Animal Care and Use Committee (Protocol Number: 45610).

### 2.2. Behavioral paradigm

#### 2.2.1. Baseline

During the baseline period (PND 33–35; Fig 1), mice had 24 h access to tap water in a single drinking bottle. Body weight and fluid consumption were measured daily.

**Fig 1:**
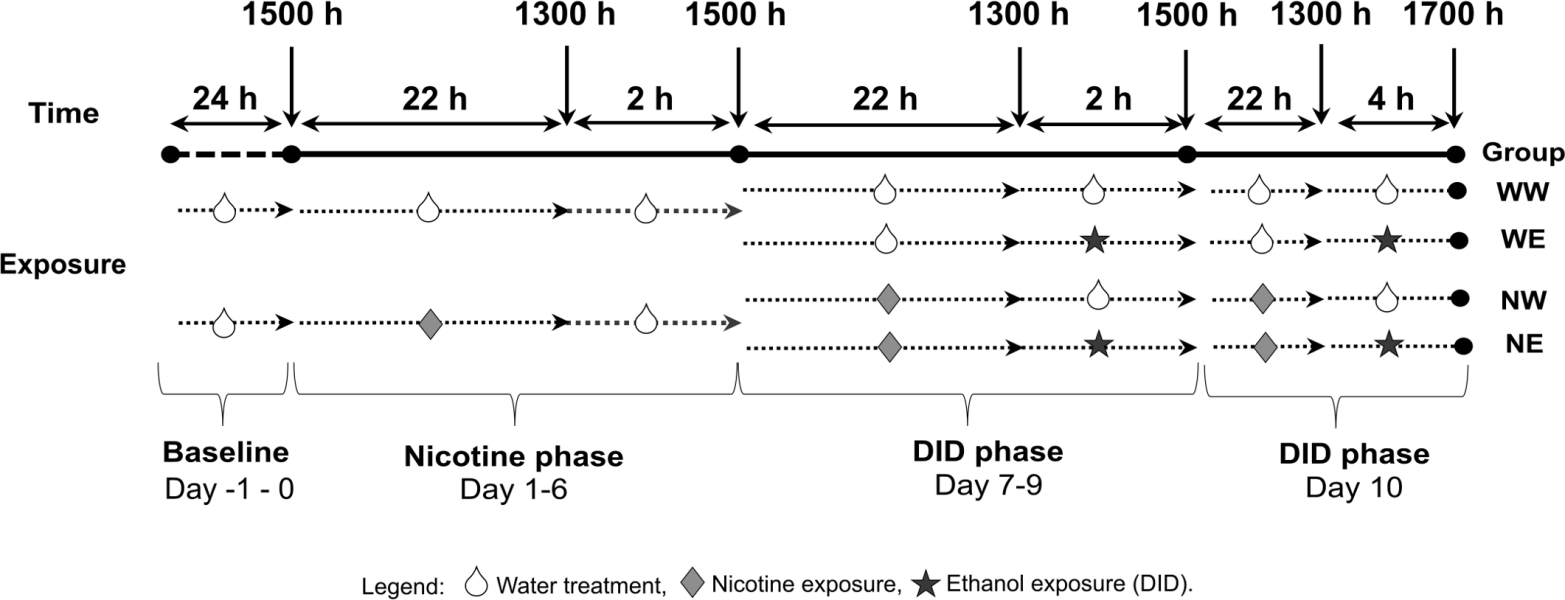
Experimental timeline.

#### 2.2.2. Nicotine treatment

Mice were randomly assigned into four groups: Water-Water (WW), Water-Ethanol (WE), Nicotine-Water (NW), or Nicotine-Ethanol (NE). A WW and NW group were included to control for the effects of nicotine on overall thirst. There were 10–12 mice per group. During the first six days of the experiment, mice were exposed to 3 glass drinking bottles filled with water or nicotine for 22 h a day, and a single water bottle for 2 h each day (Fig 1). For the WW and WE groups, all 3 bottles were filled with tap water. For the NW and NE groups, all 3 bottles were filled with 200 μg/ml (−)-nicotine freebase (Sigma–Aldrich, St. Louis, MO) dissolved in tap water. This concentration of nicotine was chosen because it is voluntary consumed by adolescent mice without adverse effects [25,41,42] and replicates our prior work [35]. Bottles were placed on the cages at 1500 h and were removed and replaced with the single water bottle at 1300 h the next day. The three bottles were read and nicotine consumption (mg/kg) was calculated for each mouse. The 2 h single bottle was weighed and water consumption (ml) was calculated. Leakage/evaporation was accounted for by tubes on control cages handled using the same protocol, but with no animal present. We subtracted the volume lost in control tubes from individual drinking values. These procedures continued throughout the experiment. However, during the last 4 days (PND 42–45) mice were exposed to ethanol via the drinking-in-the-dark (DID) protocol (see section 2.2.3).

#### 2.2.3. Drinking-in-the-dark (DID) protocol

The DID protocol was performed as previously reported [40,43]. During experimental days (7–10) nicotine exposure continued as detailed above (22 h/day), however, at 1300 h, all 3 bottles (nicotine or water) were removed and replaced with a single 10 ml serological pipette fitted with a ball bearing drinking spout containing either ethanol or water. Ethanol was prepared from ethyl alcohol (200 proof; Koptec 200) diluted in tap water to produce a 20% v/v solution [43,44]. Mice had 2 h access to a single bottle of water or ethanol for three days (PND 42–44). On the final day (PND 45), mice had 4 h access to the ethanol bottle. Leakage/evaporation was accounted for by tubes on control cages as described above. At the end of the 4 h drinking session on the final day, blood samples were collected from the tail vein (10μl) and mice were sacrificed via cervical dislocation, whole brains including the cerebellum were dissected and placed into RNAlater® for subsequent RNA extraction.

### 2.3. Blood ethanol concentration (BEC) assessment

BEC were examined with an enzymatic assay [45–47]. This assay links the conversion of ethanol to acetaldehyde together with the conversion of NAD to NADH by the addition of alcohol dehydrogenase (ADH). NADH production was quantified with a spectrophotometer (340nm). Individual BEC values were determined using a standard curve run in parallel with the samples [47].

### 2.4. Statistical analysis of behavioral data

Nicotine, ethanol, and water consumption as well as BEC were dependent variables. Group and experimental day were used as independent factors. A repeated measure ANOVA was performed to analyze nicotine consumption throughout the experiment, followed by a Tukey’s *post hoc* test (day 6 was not analyzed because of missing data). Based on our previous results [35], a one-tailed *t-test* was conducted to analyze differences in BEC and ethanol consumption between groups with alpha set at 0.05 because we predicted that nicotine would increase ethanol consumption. These analyses were conducted in Statistical Program for Social Sciences (SPSS, Chicago, IL) or in R (version 3.2.2, R Core Team, 2015).

### 2.5. RNA extraction

RNA was extracted from a randomly selected subset of mice (16 total; 4 samples from each experimental group). Total RNA was extracted with an RNeasy® Midi Kit (QIAGEN, Valencia, CA). RNA quality was assessed using an Agilent 2100 BioAnalyzer™ (Agilent Technologies, Santa Clara, CA). RNA Integrity Number (RIN) was on average 8.23 ± 0.26 for all samples, suggesting high RNA integrity and quality [48].

### 2.6. Library preparation RNA-sequencing

An Illumina TruSeq® Stranded mRNA Library Prep Kit (Illumina, San Diego, CA) was used for cDNA library preparation following the manufacturers’ protocol [49]. An Agilent 2100 BioAnalyzer^TM^ was used for library sizing, cDNA quantification, and quality measurement. Finally, libraries were sequenced using an Illumina HiSeq 2500 (Illumina, San Diego, CA). On average, 43 million, 150 base pair single end reads were generated for each sample and used in the analysis. Sequencing data are available from the NCBI GEO database (experimental series accession number: GSE115188).

### 2.7. Transcript assembly, quantification, and differential expression analysis

Trimmomatic was used to remove sequencing adapters and low-quality ends [50]. The cleaned dataset was analyzed with the Tuxedo pipeline. Subsequently, readings were mapped to the mouse reference genome (Ensembl GRCm38, mm10) using TopHat2 software (http://tophat.cbcb.umd.edu/). The ‘—library_type’ parameter was set to ‘fr-firststrand’. Default settings were preserved for all other TopHat2 parameters. The resulting alignments files from TopHat2 (average mapping rate of 87.4%) were used to generate a transcriptome assembly. Gene expression was calculated for each condition using the Cufflinks (http://cufflinks.cbcb.umd.edu/) and Cuffmerge utilities. Due to the relatively small sample size of each group (*N* = 4), Cuffdiff2 with default settings was used to identify transcripts that were differentially expressed between each treatment group compared to the water only control group. This analysis strategy was chosen based on a previous research with a similar research design [51]. The significance threshold was set at *q* < 0.05 (FDR corrected) [52]. Finally, a Fisher’s exact test was performed using the GeneOverlap R package to test the significance of DEG overlaps [53].

### 2.8. Weighted Gene Co-expression Network Analysis (WGCNA)

Gene co-expression networks were identified using the Weighted Gene Co-expression Network Analysis (WGCNA) package [54]. Briefly, genes were removed if at least one value of the sixteen samples had FPKM <1. The remaining genes were log-transformed using the Log_2_(X+1) function. Following this, 12,679 genes were used to build a co-expression similarity matrix based on Pearson correlations and transformed into a signed adjacency matrix using the soft thresholding power of *β* = 18 [54]. Genes were hierarchically clustered, signed gene networks were built using minModuleSize = 20, deepSplit = 4, and similar modules were merged using mergeCutHeight = 0.1. The resulting modules were assigned to arbitrary color names. To identify modules associated with the experimental conditions, one-way ANOVAs were performed using the module eigengene (ME) value for each of the resulting modules. Correction for multiple testing was applied using false discovery rate (FDR- adjusted q-value < 0.05). Finally, Tukey’s *post hoc* test was performed to identify significant differences between experimental groups and the WW group.

### 2.9. Functional enrichment

To obtain information about possible underlying biological processes pertinent to the study, the DEG and significant WGCNA module gene lists were uploaded to Ingenuity Pathway Analysis software (IPA; Ingenuity Systems, Inc, Redwood City, California, USA, http://www.ingenuity.com). Functional enrichment for pathways restricted to mouse nervous system were performed, and scores for upstream regulators, mechanistic networks, causal networks, and downstream effects were obtained [55]. Each IPA network is scored based on the fit of significant genes in each dataset using the Fisher exact test [56].

## 3. Results

### 3.1. Behavior

#### 3.1.1. Nicotine phase

Analysis of nicotine consumption (mg/kg) across study days revealed a significant main effect of day (F _9,180_ = 8.02, *p*<0.01; Fig 2). *Post hoc* analyses revealed a significant increase in nicotine consumption on days 2, 4, and 9 (all p<0.05) compared to day 1. No significant main effect or interactions with group were observed. No significant main effect of day, nicotine treatment, or day x nicotine treatment interaction were detected for the 2h water intake between days 1 to 5 in this experimental phase. Further, no significant differences in body weight were observed between groups.

**Fig 2:**
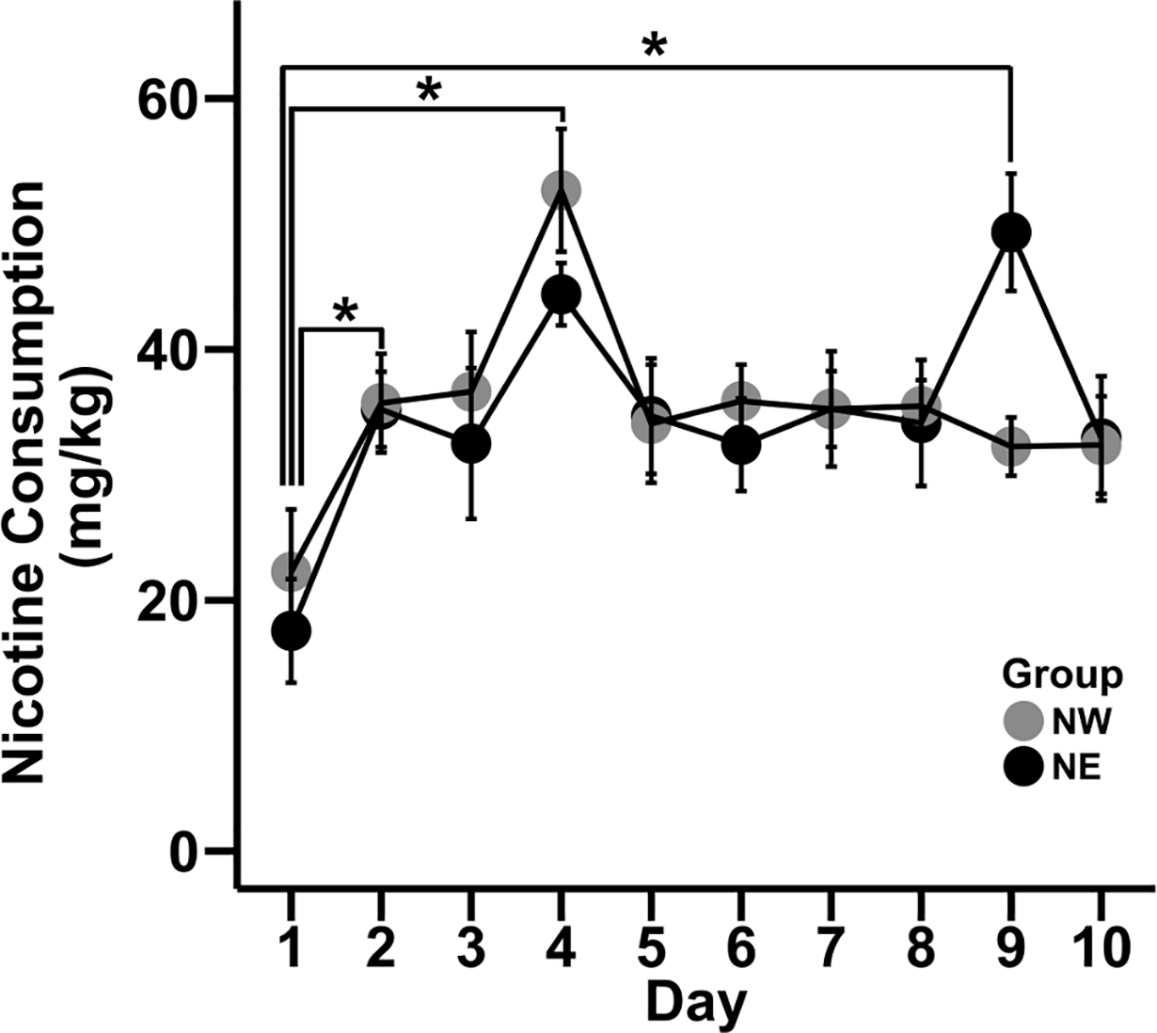
Nicotine consumption increased after the first day but remained similar between groups. Data shows 22 h nicotine consumption (mg/kg) for NW and NE mice on days 1 to 10. * represents significantly (p< 0.05) different than day 1.

#### 3.1.2. Drinking in the dark (DID)

Mice with access to nicotine during adolescence consumed significantly more ethanol and had higher BEC than mice with access to water only (Fig 3). For this analysis, we focused on the 4-hour exposure of the last experimental day, commonly used as a measure of binge-like ethanol consumption [57–61]. Replicating our prior results [35], mice exposed to nicotine consumed significantly more ethanol (*t*_14_ = 1.69, *p*<0.05; Fig 3A) and had significantly higher BEC (*t*_14_ = 2.89, *p*<0.05; Fig 3B) than nicotine naïve mice. No significant differences were found in ethanol consumption on days 7–9 (Mean ± Standard Error of Mean; Day 7: WE = 0.34 ± 0.02, NE = 0.35 ± 0.03; Day 8: WE = 0.31 ± 0.03, NE = 0.35 ± 0.05; Day 9: WE = 0.41 ± 0.06, NE = 0.42 ± 0.06). Further, no significant differences in water consumption were detected between the WW and NW groups on the last day of the experiment (1.05 ± 0.20; 1.50 ± 0.21 respectively), nor were differences in body weight between groups observed.

**Fig 3:**
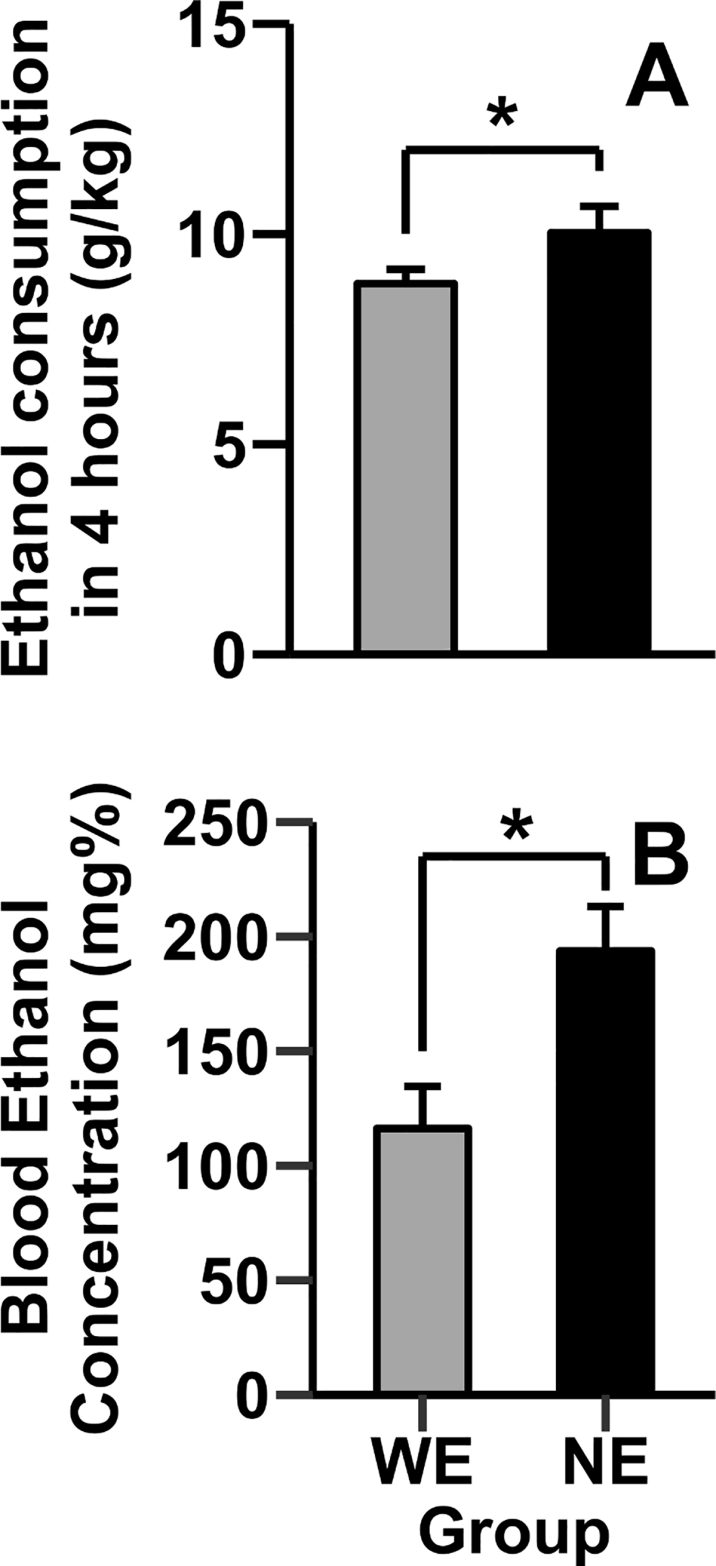
Nicotine exposure during adolescence increases ethanol consumption and resulting BEC. Data (mean ± SE) represents **(A)** 4h ethanol consumption (g/kg) on the final experimental day and **(B)** Blood Ethanol Concentration (BEC) in the WE and NE animals. * represents p<0.05.

### 3.2. Differentially expressed genes (DEG)

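Whole brains with the cerebellum attached were taken on postnatal day 45 from 16 adolescent female C57BL/6J mice, an inbred laboratory strain, and each brain gave 1 RNA-seq library. There were 4 mice in each of 4 groups. The WW mice drank only water. The NW mice had nicotine at 200 µg/ml in their drinking solution for 22 h per day. The Water-Ethanol mice, marked by these initials in the figures, had 20% v/v ethanol on 4 days under the drinking-in-the-dark protocol, in which a bottle of ethanol is offered for a short session in the dark phase, and the last session of 4 h ended at dissection. The NE mice had both substances. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with TopHat2 and deposited a table of read counts per gene and a table of FPKM (fragments per kilobase of transcript scaled to the number of mapped fragments) from the Cufflinks tools, each with 1 column per mouse. The program behind the counts and its use of strand are not named in the paper's text, and the sample labels name an unstranded version of the library kit that the paper describes as stranded. Counted reads per mouse ranged from 27378609 to 31121337 (median 29212332) in WW, 28189636 to 32880979 (median 30738390) in NW, 27577575 to 29566829 (median 28950930) in Water-Ethanol and 27100352 to 31919838 (median 29481369) in NE. The paper gives an average of 43 M sequenced reads per sample, and the counts used here averaged 29.5 M per mouse. No 2 libraries held identical counts, and Pearson's r of log2 counts scaled to library size between any 2 mice lay between 0.9954 and 0.9973 across genes. Counts were normalized with edgeR's TMM factors, genes with too few reads were removed with edgeR's default filter, and each treated group was compared with WW by edgeR's quasi-likelihood test in a fit of those mice alone. A gene counted as a DEG at a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors of log2 fold changes were taken as the absolute fold change divided by the square root of the test's F statistic. In 4 against 4 mice the smallest p-value an exact two-sided permutation test allows is 0.0286. Gene positions are those of the authors' count table, on GRCm38, and span the first to the last exon. Tests and alternatives were chosen before the data were examined unless stated otherwise.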

We examined DEG in each of the three drug treatments groups compared to the water only control group. Sixteen DEG were shared between the NW and WE groups, 17 DEG were shared between both groups exposed to nicotine, and 86 DEG overlapped between both groups exposed to ethanol (Fig 4). 

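Among the calls of the quasi-likelihood test, 16 genes were shared by the Water-Ethanol and NE comparisons and all 16 changed in the same direction in both: A3galt2, C1d, C77080, Car15, Cav2, Chd2, Dixdc1, Furin, Kcnj13, Med13l, Pdrg1, Samd14, Serinc2, Slc5a3, Tgfb3 and Zfp609. The NW comparison had no call and therefore shared 0 genes with Water-Ethanol and 0 with NE. The choice of test moved these numbers most. With DESeq2 in place of edgeR, 15 genes were shared by NW and Water-Ethanol, 28 by NW and NE and 193 by Water-Ethanol and NE. The WW mice were the controls of all comparisons, so their variation entered each of them. Across 15248 genes, which are not independent replicates, the log2 fold changes of Water-Ethanol and NE correlated with Pearson's r = 0.739. When each comparison was given its own pair of WW mice, r averaged 0.294 over the 6 possible choices.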

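Col1a1, Col1a2, Cyp2a5, Cyp2g1, Fabp7, Gfy, Pisd-ps3, Shisa3, Sp8, Cav2, Ibsp and Mirlet7bhg are the 12 genes that S4 Table lists for all treatment groups. Cav2, on chromosome 6 from 17281185 to 17289130, had 1495 ± 88.4 normalized counts in WW (SD, n = 4 mice), 1096 ± 176 in NW, 1193 ± 75.4 in Water-Ethanol and 1190 ± 46.2 in NE. Its adjusted p-values in edgeR's quasi-likelihood test were 0.224, 0.0424 and 0.0372. No other gene of the list had an adjusted p-value under 0.05 in any comparison, and Cyp2a5, Cyp2g1 and Ibsp in all comparisons and Gfy in Water-Ethanol had too few reads to be tested. The collagen gene Col1a1, on chromosome 11 from 94936270 to 94951856, had 1165, 632, 2008 and 604 normalized counts in the WW mice against 679.7 ± 98.5 in NW, 593 ± 80.7 in Water-Ethanol and 629 ± 57.0 in NE (SD, n = 4 each). Cyp2g1, on chromosome 7 from 26808927 to 26821197, reached 146 normalized counts in WW replicate 20 and at most 1.92 in the other WW mice. In 9 of the 12 genes that same mouse was the WW mouse farthest from the treated mice.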

Twelve DEG were shared across all treatment groups. 

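For the 16 genes called in both ethanol comparisons, a one-sided Fisher's exact test against the 15248 genes tested in both gave p = 1.24e-26, with 0.22 shared genes expected if calls were independent. The test treats genes as independent and the control mice as separate, which they are not here. The overlaps with NW could not be tested, since no gene was called there. With DESeq2's calls the one-sided Fisher's exact test gave p = 4e-06 for NW and Water-Ethanol (3.7 expected) and p = 3.73e-19 for NW and NE (3.17 expected).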

All overlapping DEG were significant (p<0.01).

**Fig 4:**
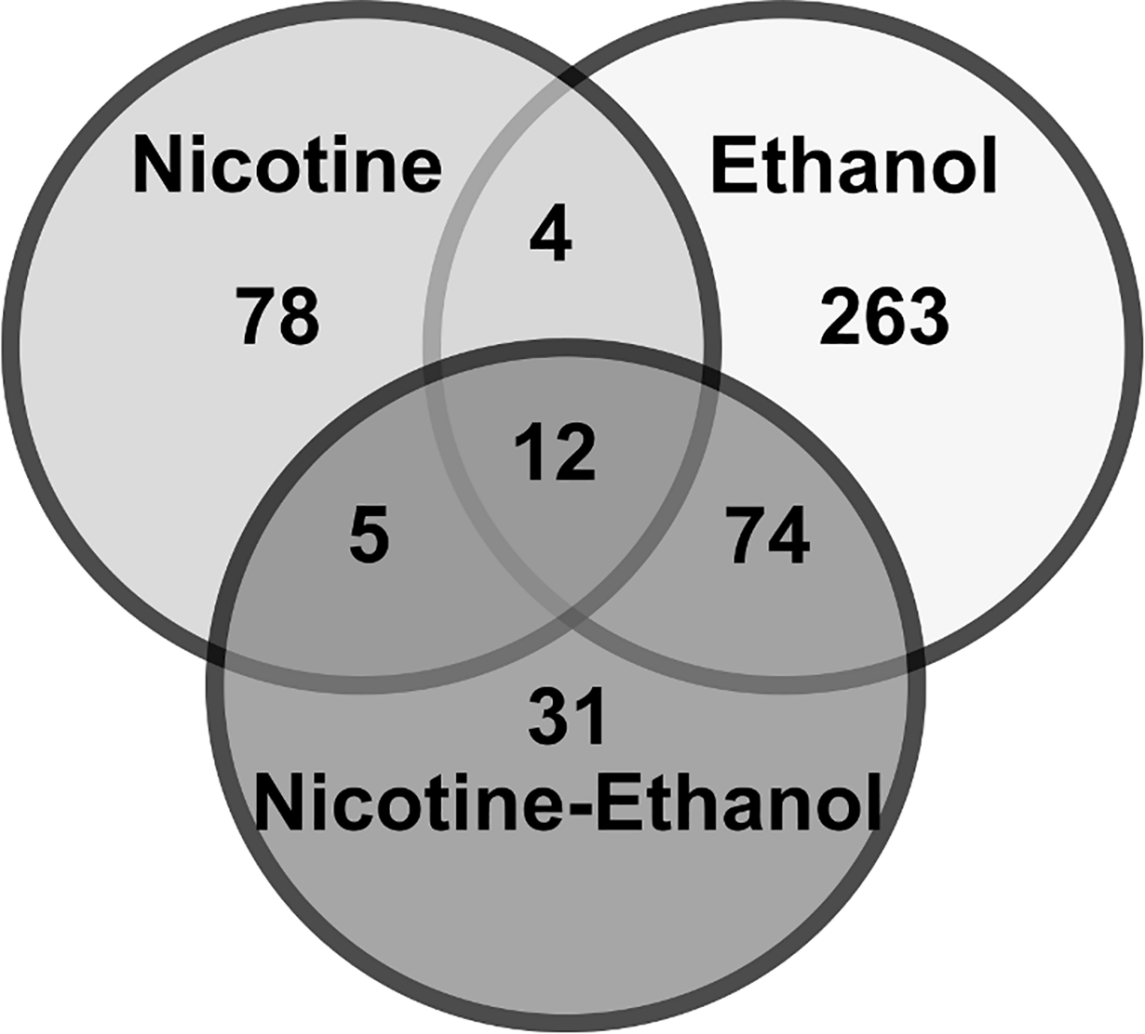
The ethanol group showed the highest number of DEG compared to the nicotine only and nicotine-ethanol groups. Venn diagram of differentially expressed genes (DEG) among three treatment groups compared to water only (FDR< 0.05) and their overlap. Sixteen DEG were shared between NW and WE groups, 17 DEG between NW and NE, and 86 DEG between WE and NE. Only 12 genes were shared among all treatment groups.

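Before adjustment for multiple testing, 8.4% of the genes tested had a p-value under 0.05 in the NW comparison, 19.3% in the Water-Ethanol comparison and 17.5% in the NE comparison. In the direct comparison of NE with Water-Ethanol the share was 5.8%. With a correction for GC content, chosen after the data were examined, the shares were 5.3%, 18.1%, 13.0% and 5.3% in that order.

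**Figure D1:**
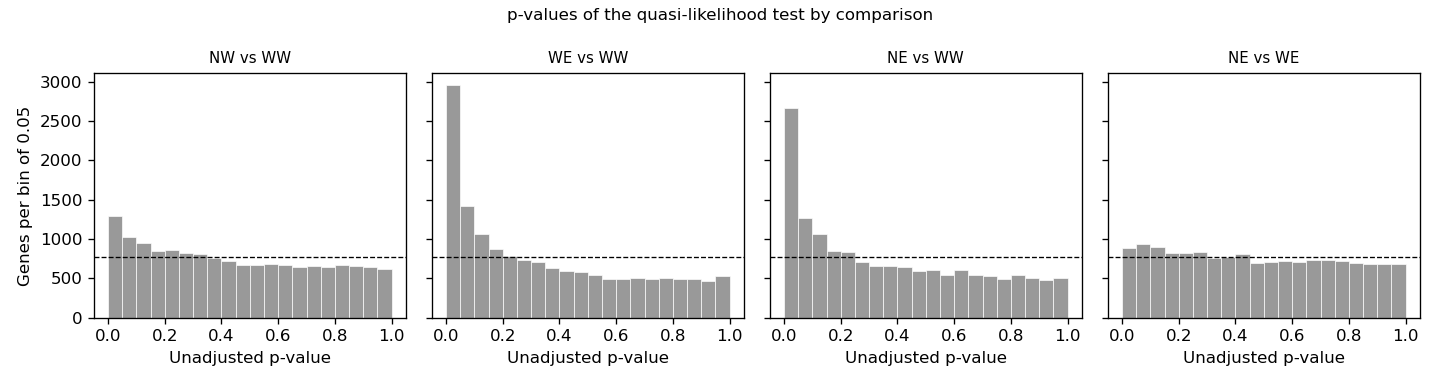
Distribution of the unadjusted p-values of edgeR's quasi-likelihood test in 4 comparisons, with the p-value on the x axis and the number of genes per bin of 0.05 on the y axis. The dashed line marks an equal number of genes in every bin, and the first bar holds 1295 genes for NW, 2965 for Water-Ethanol, 2673 for NE and 888 for NE against Water-Ethanol.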

Exposure to only nicotine (NW) resulted in 99 DEG (Fig 4 and S1 Table) at FDR < 0.05, of which 84 were downregulated and 15 were upregulated. 

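Of 15344 genes tested between NW and WW, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 1295 had an unadjusted p-value under it, or 808 after the correction for GC content. The smallest adjusted p-value in that test was 0.207. The number of calls depended on the test. DESeq2 called 107 genes, 106 of them lower in NW, and edgeR's likelihood-ratio test called 113. The largest number, 206, came from a fit of all 16 mice with the cerebellum and olfactory bulb marker scores as covariates. With each mouse left out in turn the quasi-likelihood test again called 0 genes in every fit, with 886 to 1689 genes at an unadjusted p-value under 0.05. The paper's own list of NW genes was also examined. Of its 99 genes, 91 had enough reads to be tested, and all 91 changed in the paper's direction (100%, Wilson 95% interval 96.0% to 100%). 78 of them had an unadjusted p-value under 0.05. That list was drawn from these same mice, so the shared direction is no independent check.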

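Over the genes of the paper's NW list that could be tested, log2 fold changes lay between -1.41 and 2.13. Across these genes they correlated with the paper's listed LFC with Pearson's r = 0.998, and genes are not independent replicates. Growth hormone (Gh), on chromosome 11 from 106300261 to 106301896, had too few reads in most mice to be tested. It reached 172 normalized counts in NW replicate 10 and 11.5 in WW replicate 19, and none in the other WW and NW mice.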

Expression changes ranged from a logarithmic fold change (LFC) of -4.38 to 3.90 (Fig 5). 

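Pomc, on chromosome 12 from 3954945 to 3960643, had 52.0 ± 23.1 normalized counts in NW and 29.1 ± 2.51 in WW (SD, n = 4 mice each). The log2 fold change was 0.82 (standard error 0.278, adjusted p = 0.42 in edgeR's quasi-likelihood test). All 4 NW mice lay above all 4 WW mice (exact permutation test, two-sided, p = 0.0286). Of the alternatives, leaving out NW replicate 10 moved the estimate most, to 0.48. That mouse had the highest Pomc count, 85.2, and also 241 normalized counts of the pituitary hormone gene Prl. Over all alternatives, those added after the data were examined included, the adjusted p-value of edgeR, DESeq2 or limma for Pomc ranged from 0.0669 to 0.885. Avp, on chromosome 2 from 130580677 to 130582541, had 246 ± 54.2 normalized counts in NW and 177 ± 23.3 in WW, a log2 fold change of 0.48 (standard error 0.156, adjusted p = 0.394 in edgeR's quasi-likelihood test). Of the 4 NW mice, 3 lay above the highest WW mouse (exact permutation test, two-sided, p = 0.0571). Once group means were removed, Avp varied with the hypothalamus marker score over the 16 mice (Pearson's r = 0.632, Spearman's rho = 0.709, permutation p = 0.00868 and 0.00286). Without the 2 mice farthest from the median score r was 0.562, and the Benjamini-Hochberg value over the 24 relations examined was 0.0149. The score itself differed between NW and WW by 0.09 (exact permutation test, two-sided, p = 0.457).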

Among notable genes previously associated to nicotine consumption we found an upregulation of the Pro-opiomelanocortin (*Pomc*) gene which mediates the anorectic effects of nicotine through activation of acetylcholine receptors [62,63] and the vasopressin (*Avp*) gene, involved in the facilitation of stress-induced neuronal activation and regulation of hypothalamic adrenocorticotropic hormone (ACTH) release [64]. 

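The activity-regulated gene Arc, on chromosome 15 from 74669081 to 74672570, had 4080 ± 2378 in NW and 5512 ± 531 in WW (normalized counts, SD, n = 4 mice each), and its log2 fold change was -0.43 (standard error 0.361, adjusted p = 0.772 in edgeR's quasi-likelihood test). Fos, on chromosome 12 from 85473901 to 85477270, had 741 ± 282 in NW and 942 ± 68.0 in WW, with a log2 fold change of -0.35 (standard error 0.223, adjusted p = 0.704 in the same edgeR test). For Nr4a1, on chromosome 15 from 101266846 to 101274794, the values were 1866 ± 850.1 in NW and 2365 ± 314 in WW, with a log2 fold change of -0.34 (standard error 0.272, adjusted p = 0.76 in the edgeR test). For each gene 2 of the 4 NW mice, replicates 7 and 8, lay below all WW mice, and the groups overlapped (exact permutation tests, two-sided, p = 0.371, 0.286 and 0.343). Arc was at 2977 and 1250 in replicates 7 and 8 and at 6072 and 6022 in replicates 10 and 11.

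**Figure D2:**
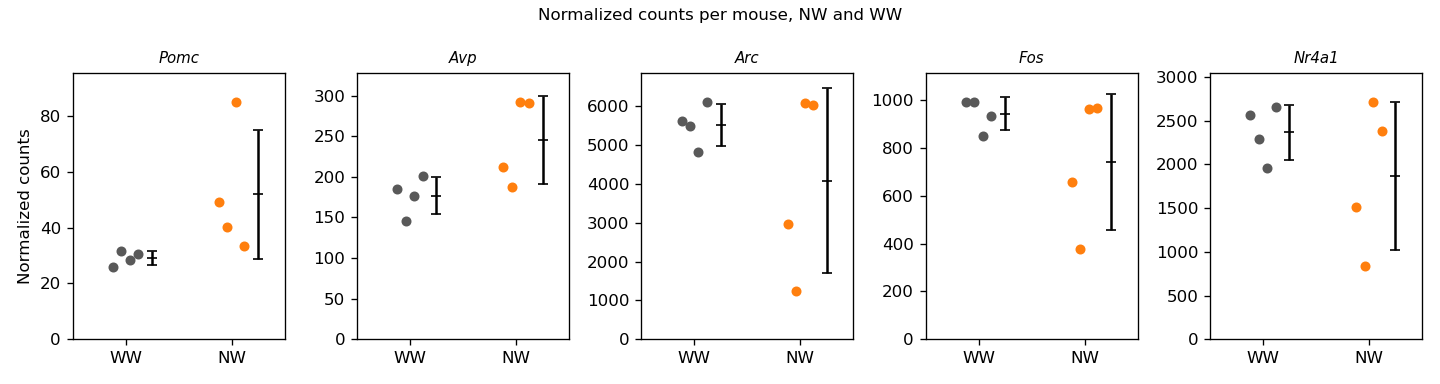
Normalized counts (y axis, linear from 0) of Pomc, Avp, Arc, Fos and Nr4a1 in each WW and NW mouse (points), with the mean and SD of each group (bars, n = 4). The 4 NW values of Pomc lie above the 4 WW values, and 2 of the 4 NW values of Arc, Fos and Nr4a1 lie below the WW values.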

Additionally, we observed a downregulation of the Activity Regulated Cytoskeleton-Associated Protein (*Arc*) gene, Fos Proto-Oncogene (*Fos*) gene, and Nuclear Receptor Subfamily 4 Group A Member 1 (*Nr4a1*) gene. These genes have been previously associated with neurogenesis, cell proliferation, cell differentiation, and cell transformation [65–68].

**Fig 5:**
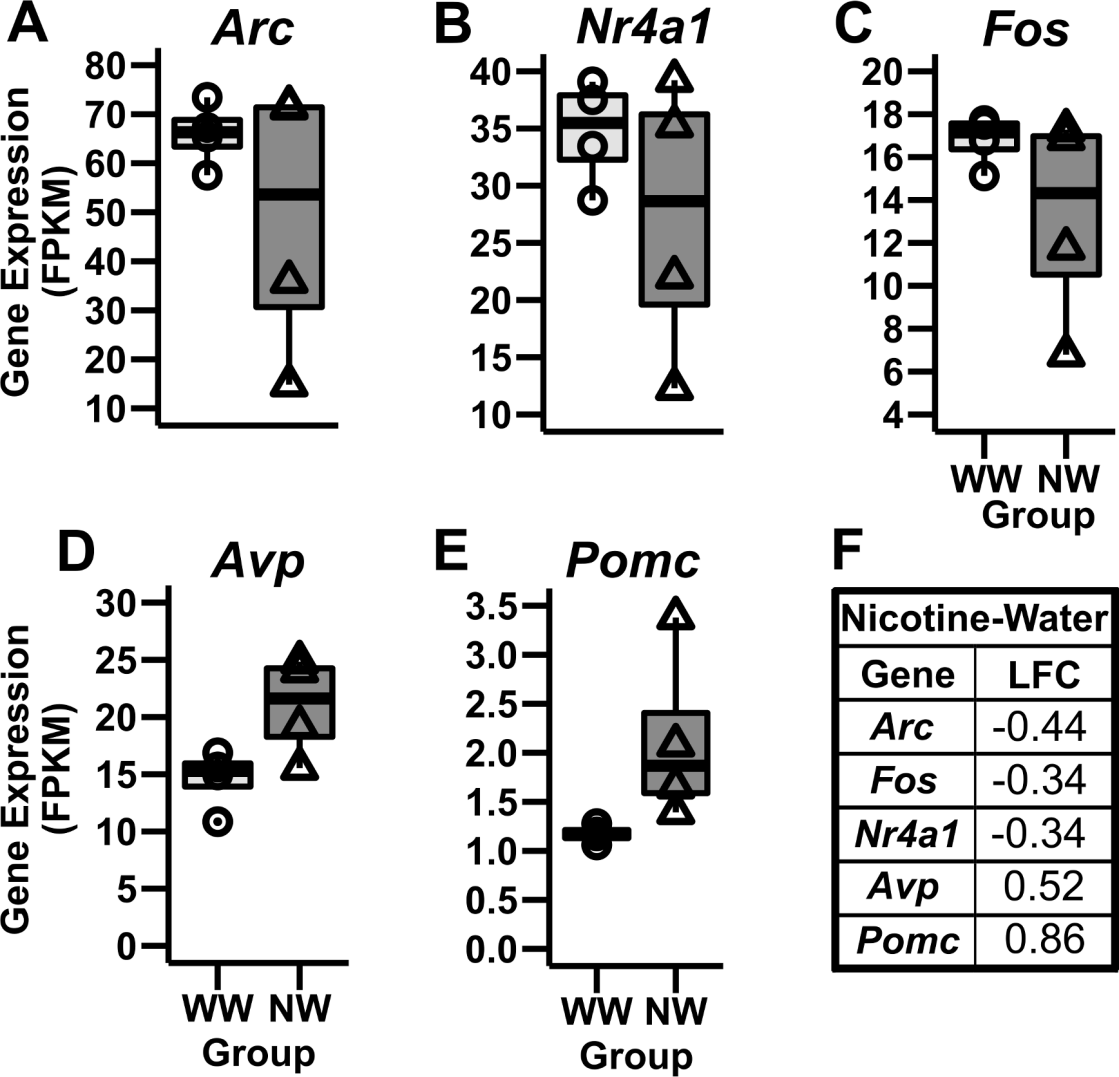
Notable genes differentially expressed between the WW and NW group. **(A- C)** The *Arc*, *Fos*, and *Nr4a1* genes showed a downregulation in the NW group compared to the WW group. **(D-E)** Inversely, *Avp* and *Pomc* genes were upregulated in the NW group. **(F)** The log-fold change (LFC) values are presented in the Nicotine-Water table.

Using the NW DEG, IPA identified an enrichment of the corticotrophin releasing hormone signaling pathway (4 genes, p<0.05: Fig 6). Relevant upstream regulators included the Corticotropin-Releasing Hormone Receptor 1 (*Crhr1*), CAMP Responsive Element Binding Protein 1 (*Creb1)*, Brain-Derived Neurotrophic Factor (*Bdnf*), and dopamine release such as Dopamine Receptor D2 (*Drd2*) (Table 1). These genes have been associated to nicotine exposure in prior studies [69–73].

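The transcripts of these regulators were themselves in the count table. Creb1, on chromosome 1 from 64532804 to 64604548, was lower in all 4 NW mice than in any WW mouse (2439 ± 302 against 2926 ± 151 normalized counts, SD, exact permutation test, two-sided, p = 0.0286), with a log2 fold change of -0.26 (standard error 0.0791, adjusted p = 0.348 in edgeR's quasi-likelihood test). Crhr1, on chromosome 11 from 104132882 to 104175518, had 886 ± 117 in NW and 793 ± 85.4 in WW, which overlapped between mice (exact permutation test, two-sided, p = 0.286). The log2 fold change of Bdnf, on chromosome 2 from 109674700 to 109727043, was -0.16 and that of Drd2, on chromosome 9 from 49340662 to 49407214, 0.05, and the groups overlapped for both (exact permutation tests, two-sided, p = 0.229 and 0.6). The sign for Drd2 changed when WW replicate 18 was left out. An upstream regulator is inferred from its targets and need not change in its own transcript.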

**Fig 6:**
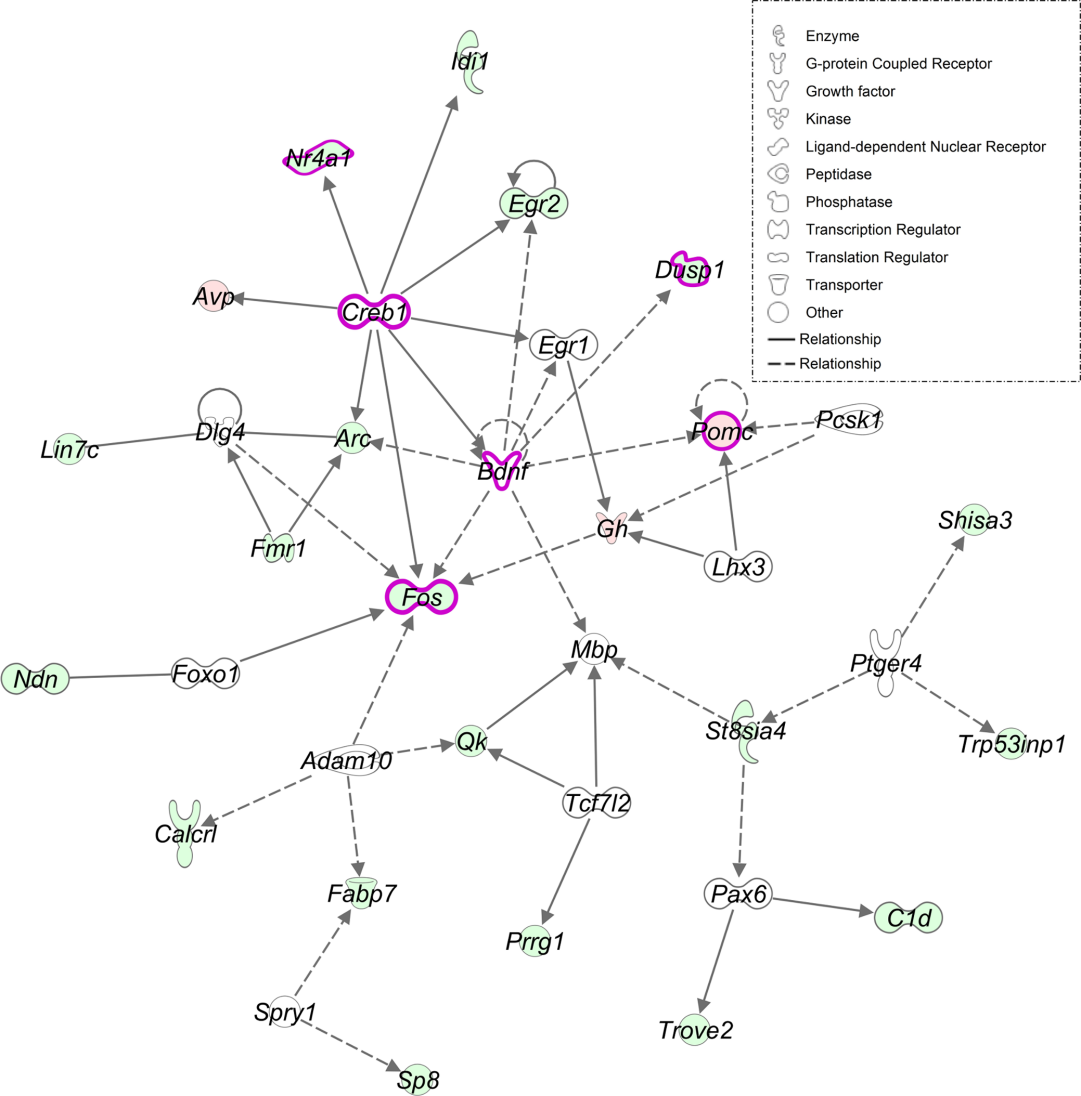
IPA network shows the associations of genes affected by nicotine exposure in adolescent C57BL/6J mice. This figure highlights genes enriched for the stress-related pathways: corticotrophin releasing hormone signaling and glucocorticoid receptor signaling (pink bold nodes corresponding to NW DEG and upstream regulators). This figure shows a direct effect of the upstream regulator gene *Creb1* on *Nr4a1*, *Bdnf*, *Fos*, *Arc*, and *Avp* genes involved in neuroplasticity and stress response. Indirect relationships are indicated for *Bdnf* on *Fos*, *Arc*, and *Pomc*. Up (light red) and down (light green) regulated genes are shown. Direct (bold arrow) and indirect (dashed arrow) relationships are displayed. IPA functional categories are shown in node key.

**Table 1:** Upstream regulators of NW DEG identified by IPA.

DEG Nicotine-Water: IPA functional over-representation		
Upstream Regulators	p-value of overlap	Target molecules
***Creb1***	8.23E-08	***↑*** *Avp*, ***↓*** *Arc*, ***↓*** *Fos*, ***↓*** *Egr2*
***Drd2***	1.15E-04	***↑*** *Cshl1*, ***↑*** *Pomc*, ***↓*** *Fos*
***Bdnf***	4.05E-04	***↑*** *Pomc*, ***↓*** *Fos*, ***↓*** *Arc*, ***↓*** *Cav2*, ***↓*** *Egr2*, ***↓*** *Nr4a1*
***Crhr1***	6.17E-03	***↑*** *Avp*

This table contains the upstream regulators identified using IPA and their target molecules, corresponding to genes present in the list of DEG following nicotine treatment (↑ = upregulated; ↓ = downregulated).

Exposure to only ethanol (WE) resulted in 353 DEG (Fig 4 and S2 Table) of which 268 were downregulated and 85 were upregulated with an LFC ranging from -1.68 to 4.61. 

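Between Water-Ethanol and WW, 70 of 15323 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 28 lower and 42 higher in Water-Ethanol. With a correction for GC content, chosen after the data were examined, 39 were called, 13 lower and 26 higher. The number was sensitive to single mice. It ranged from 0 to 797 over the fits that each left out 1 mouse, the highest without WW replicate 21. Without WW replicate 18 it was 84, and in each of the remaining fits it was 0 or 1. Among the called genes, Vnn1 changed most, from 13.5 ± 1.94 normalized counts in WW to 3.55 ± 1.24 in Water-Ethanol (SD, n = 4 each). Vnn1 lies on chromosome 10 from 23894688 to 23905343, and its log2 fold change was -1.88 (standard error 0.331, adjusted p = 0.0424 in edgeR's quasi-likelihood test). By the same test the next were A3galt2 on chromosome 4 from 128759258 to 128769298 (1.42, adjusted p = 0.0471), Cd180 on chromosome 13 from 102693558 to 102706631 (-1.20, adjusted p = 0.0471), Cfp on chromosome X from 20925535 to 20931524 (0.98, adjusted p = 0.0357) and Ap1g2 on chromosome 14 from 55098850 to 55106593 (0.81, adjusted p = 0.0424), whose exons overlap those of Thtpa on the opposite strand. Of the 353 genes on the paper's Water-Ethanol list, 342 could be tested and all 342 changed in the direction of the FPKM means in S2 Table (100%, Wilson 95% interval 98.9% to 100%). 40 of them were called over all genes tested, and 297 when the adjustment covered the list alone. The list was drawn from these same mice, so neither the shared direction nor the 297 is an independent check. By those FPKM means 85 of the listed genes were lower and 268 higher in Water-Ethanol.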

Notable DEG identified for the ethanol only group were associated with neurogenesis (*FosB*), voltage-gated ion channels (*Kcnt1* and *Kcnb2)*, immune system (*Il16* and *Il20rb)*, and glutamatergic neurotransmission (*Grin2a*, *Grin2b* and *Grm3*). 

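Fosb, on chromosome 7 from 19302696 to 19310045, had 386 ± 58.2 normalized counts in Water-Ethanol and 303 ± 38.8 in WW (SD, n = 4 mice each), a log2 fold change of 0.35 (standard error 0.116, adjusted p = 0.137 in edgeR's quasi-likelihood test). Water-Ethanol replicate 14 stood apart from the other Water-Ethanol mice at 299.8. Kcnt1, on chromosome 2 from 25863854 to 25918273, had 4815 ± 615 in Water-Ethanol and 3788 ± 429 in WW, with a log2 fold change of 0.35 (standard error 0.0896, adjusted p = 0.085 in the same edgeR test). For both genes 3 of the 4 Water-Ethanol mice lay above all WW mice (exact permutation tests, two-sided, p = 0.0857 and 0.0571). Il16, on chromosome 7 from 83643063 to 83735490, had 1284 ± 112 in Water-Ethanol and 1044 ± 409 in WW, and its log2 fold change of 0.30 (standard error 0.235, adjusted p = 0.514 in the edgeR test) came with overlapping groups (exact permutation test, two-sided, p = 0.314). WW replicate 21 had 444 counts of Il16. In that mouse the cerebellum gene Gabra6 was at 1070 normalized counts, against 3967 to 4486 in the other WW mice. Without it the log2 fold change of Il16 was 0.05. Il20rb, on chromosome 9 from 100457719 to 100486473, was higher in all 4 Water-Ethanol mice than in any WW mouse (269.8 ± 51.7 against 143 ± 55.5, exact permutation test, two-sided, p = 0.0286), with a log2 fold change of 0.92 (standard error 0.238, adjusted p = 0.085 in the edgeR test). It was lowest in WW replicate 21 as well, at 64.0 counts, but without that mouse its log2 fold change was still 0.68 and its adjusted p-value in the edgeR test 0.0238. Over all alternatives of edgeR, DESeq2 and limma, those added after the data were examined included, the adjusted p-value of Il20rb ranged from 0.0169 to 0.215.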

We observed increased expression of the FBJ Murine Osteosarcoma Viral Oncogene Homolog B (*FosB*), the Potassium Sodium-Activated Channel Subfamily T Member 1 (*Kcnt1)*, the Interleukin 16 (*Il16)*, and Interleukin-20 receptor subunit beta precursor (*Il20rb*) genes, implicated in immune responses and cytokine signaling (Fig 7A–7D). 

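Kcnb2, on chromosome 1 from 15312452 to 15714214, had 582 ± 36.1 in WW and 454 ± 42.2 in Water-Ethanol (normalized counts, SD, n = 4 mice each). Its log2 fold change was -0.35 (standard error 0.073, adjusted p = 0.0543 in edgeR's quasi-likelihood test), just above the threshold, and DESeq2, the likelihood-ratio test, the unfiltered edgeR fit and the fit without WW replicate 21 called it. Grm3, on chromosome 5 from 9485236 to 9725352, had 2108 ± 144 in WW and 1678 ± 77.7 in Water-Ethanol, with a log2 fold change of -0.33 (standard error 0.0529, adjusted p = 0.0357 in the edgeR test). For Grin2a, on chromosome 16 from 9577710 to 9992533, the values were 1986 ± 218 in WW and 1631 ± 99.0 in Water-Ethanol, with a log2 fold change of -0.28 (standard error 0.0725, adjusted p = 0.085 in the edgeR test). Grin2b, on chromosome 6 from 135729805 to 136173511, had 3579 ± 339 in WW and 2680 ± 151 in Water-Ethanol, with a log2 fold change of -0.41 (standard error 0.0644, adjusted p = 0.0357 in the edgeR test). All 4 Water-Ethanol mice lay below all WW mice for Kcnb2, Grm3 and Grin2b, and 3 did for Grin2a, in which WW replicate 21 was the lowest control (exact permutation tests, two-sided, p = 0.0286 for each of these 3 genes and 0.0571 for Grin2a). WW replicate 21 also stood apart below the other WW mice for Grin2b, at 3075. With each mouse left out in turn the log2 fold changes stayed within -0.36 to -0.29 for Grm3 and within -0.48 to -0.38 for Grin2b, but in 6 of these 8 fits neither gene was called. The marker score covariates and limma called neither, and the fit of all 16 mice did not call Grin2b. Over all alternatives of edgeR, DESeq2 and limma, those added after the data were examined included, the adjusted p-values ranged from 5.14e-05 to 0.14 for Grm3, 7.29e-06 to 0.13 for Grin2b and 0.00193 to 0.172 for Kcnb2.

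**Figure D3:**
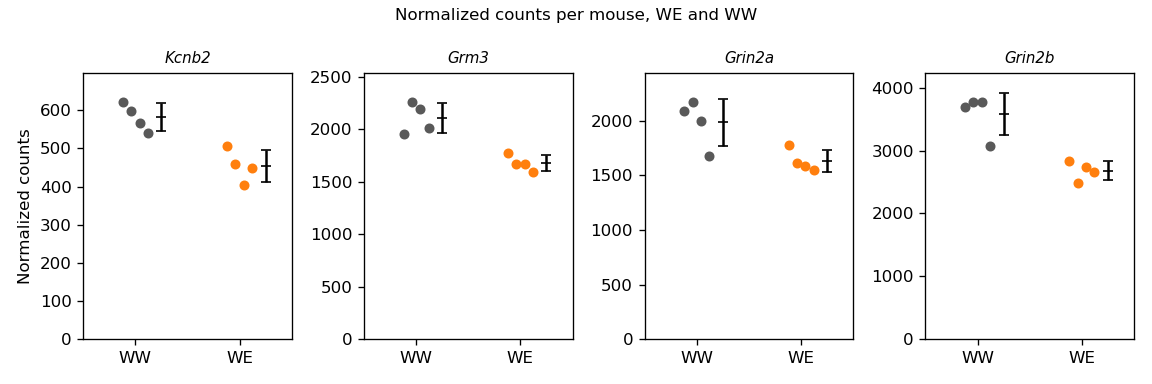
Normalized counts (y axis, linear from 0) of Kcnb2, Grm3, Grin2a and Grin2b in each WW and Water-Ethanol mouse (points), with the mean and SD of each group (bars, n = 4). The Water-Ethanol points lie below the WW points for Kcnb2, Grm3 and Grin2b, and the lowest WW mouse falls among the Water-Ethanol mice for Grin2a.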

There was decreased expression of the Subfamily B Member 2 (*Kcnb2*), Glutamate Metabotropic Receptor 3 (*Grm3)*, Glutamate Ionotropic Receptor NMDA-Type Subunit 2A (*Grin2a*), and Subunit B (*Grin2b*) genes (Fig 7E–7H). These genes have been previously reported to be altered by ethanol exposure and involved in ethanol sensitivity [74–80].

**Fig 7:**
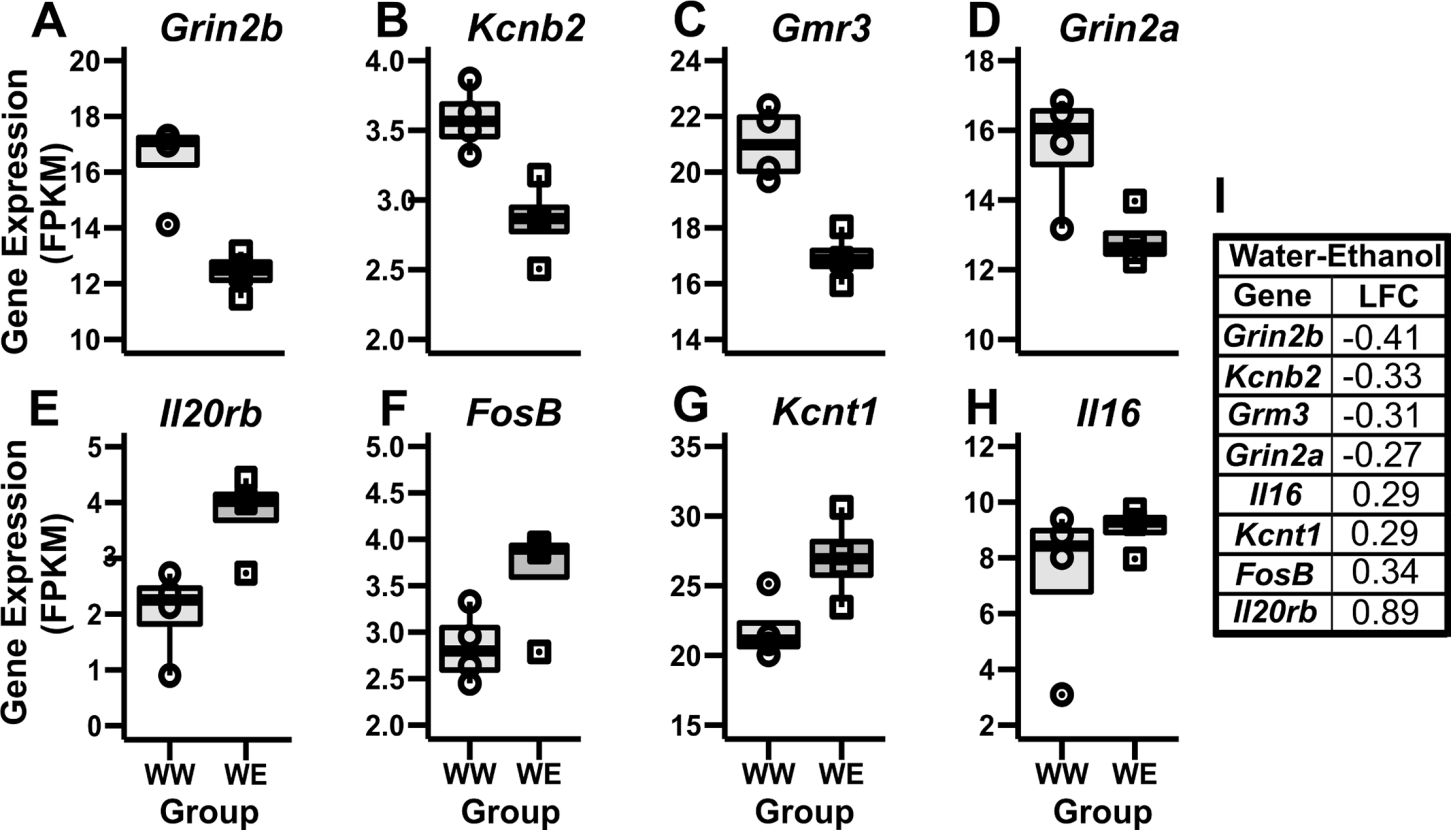
Notable genes differentially expressed between the WW and WE groups. **(A-D)** The *Grin2b*, *Kcnb2*, *Grm3* and *Grin2a* genes were downregulated in the WE group compared to the WW group. **(E-H)** *Il16*, *Kcnt1*, *FosB* and *Il20rb* genes were upregulated in the WE group. **(I)** The log-fold change (LFC) values are presented in the Water-Ethanol table.

The WE DEG were enriched for pathways involved in hepatic stellate cell activation (10 genes, p<0.05) and intrinsic prothrombin activation (3 genes, p<0.05). 

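In the Water-Ethanol mice the transcript of Sgk1, on chromosome 10 from 21882184 to 21999902, had the largest change among the regulators Grm2, Grin2a, Sgk1, Adcyap1, Adcy5 and Bdnf. It had 2522 ± 434 normalized counts in Water-Ethanol and 1890 ± 239 in WW (SD, n = 4 mice each), a log2 fold change of 0.42 (standard error 0.115, adjusted p = 0.0915 in edgeR's quasi-likelihood test), with 3 of 4 Water-Ethanol mice above all WW mice (exact permutation test, two-sided, p = 0.0857). The log2 fold changes of the others not yet given were -0.18 for Grm2 on chromosome 9 from 106644534 to 106656109, -0.12 for Adcyap1 on chromosome 17 from 93199422 to 93205489, 0.01 for Adcy5 on chromosome 16 from 35155636 to 35304549 and -0.14 for Bdnf. Each group overlapped with WW for these genes (exact permutation tests, two-sided, p = 0.0571, 0.0857, 0.914 and 0.0571 in that order). For Adcy5 the sign changed over the fits that left out 1 mouse, which gave -0.02 to 0.06.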

Relevant upstream regulators for the WE group were Glutamate Metabotropic Receptor 2 (*Grm2)*, *Grin2a*, Serum/Glucocorticoid-Regulated Kinase (*Sgk1*), Adenylate Cyclase Activating Polypeptide 1 (*Adcyap1)*, Adenylate Cyclase 5 (*Adcy5)*, and *Bdnf* (Table 2). These genes have been previously reported to be altered by ethanol [81–84].

**Table 2:** Upstream regulators of WE DEG identified by IPA.

DEG Water- Ethanol: IPA functional over-representation		
Upstream Regulators	Overlap p-value	Target molecules
***Gmr2***	1.22E-03	***↓*** *Grin2a*, ***↓*** *Grm3*
***Adcyap1***	2.03E-03	***↑*** *Col5a1*
***Adcy5***	3.96E03	***↑*** *Adcy6*, ***↑*** *FosB*
***Sgk1***	2.39E-03	***↓*** *Grin2a*, ***↓*** *Grin2b*
***Bdnf***	2.70E-02	***↓*** *Grin2a*

This table contains the upstream regulators identified by IPA and their target molecules, corresponding to genes differentially expressed following ethanol administration (↑ = upregulated; ↓ = downregulated).

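In the comparison of NE with WW, 48 of 15313 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 18 lower and 30 higher in NE. With a correction for GC content, chosen after the data were examined, 9 were called, all of them higher in NE, and 1996 had an unadjusted p-value under 0.05. When 1 mouse was left out at a time, between 0 and 283 genes were called, the most without WW replicate 21. Each of the other fits called at most 11. Serinc2, on chromosome 4 from 130253497 to 130275586, had the smallest adjusted p-value, with 291 ± 18.9 normalized counts in NE and 171 ± 9.28 in WW (SD, n = 4 mice each) and a log2 fold change of 0.77 (standard error 0.0793, adjusted p = 0.00772 in edgeR's quasi-likelihood test). The largest log2 fold change among the called genes was that of A3galt2, 1.33 (standard error 0.241). Kcnj13 on chromosome 1 from 87386284 to 87394729, Spef1 on chromosome 2 from 131170261 to 131174810 and Car15 on chromosome 16 from 17835276 to 17838186 had the next largest after Serinc2, at 0.54, 0.47 and 0.46. Of the paper's 122 NE genes, 119 could be tested and 118 changed in the paper's direction (99.2%, Wilson 95% interval 95.4% to 99.8%). 21 were called over all genes tested and 93 when the adjustment covered the list alone. This list too came from the same mice, so neither the shared direction nor the 93 is an independent check. The log2 fold changes of the listed genes lay between -1.39 and 1.33.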

Nicotine and ethanol exposure (NE) resulted in 122 DEG (Fig 4 and S3 Table), of which 46 genes were downregulated and 76 upregulated, with an LFC range of -2.44 to 1.40. There was an upregulation of relevant DEG previously implicated in both nicotine and ethanol consumption such as *Avp* [85–87] and the Metabotropic glutamate receptor 4 (*Grm4*) gene [33,74]. 

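In NE, Avp had 272 ± 74.2 normalized counts (SD, n = 4 mice), and its log2 fold change against WW was 0.62 (standard error 0.181, adjusted p = 0.129 in edgeR's quasi-likelihood test). NE replicate 5 had 168 counts, within the WW range, and the other NE mice had 284 to 344 (exact permutation test, two-sided, p = 0.114). DESeq2 and edgeR's likelihood-ratio test called Avp, as did the quasi-likelihood test without NE replicate 5. The adjusted p-value over all alternatives of edgeR, DESeq2 and limma, those added after the data were examined included, ranged from 0.0309 to 0.322. Grm4, on chromosome 17 from 27422388 to 27503533, had 4315 ± 329 in NE and 3555 ± 1078 in WW, a log2 fold change of 0.28 (standard error 0.182, adjusted p = 0.459 in edgeR's quasi-likelihood test) with overlapping groups (exact permutation test, two-sided, p = 0.2). WW replicate 21, in which genes of the cerebellum were low, had 1959 counts and the other WW mice 3871 to 4309. NE replicate 5 stood apart from the other NE mice at 4807.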

Additionally, the Solute Carrier Family 6 (Neurotransmitter Transporter, GABA) Member 13 (*Slc6a13*) gene was downregulated in this group (Fig 8).

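Slc6a13, on chromosome 6 from 121300296 to 121337718, had 309 ± 28.6 normalized counts in NE and 382 ± 47.7 in WW (SD, n = 4 mice each). The log2 fold change was -0.30 (standard error 0.098, adjusted p = 0.159 in edgeR's quasi-likelihood test), and 3 of the 4 NE mice lay below all WW mice (exact permutation test, two-sided, p = 0.0571). With each mouse left out in turn it was -0.37 to -0.25.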

**Fig 8:**
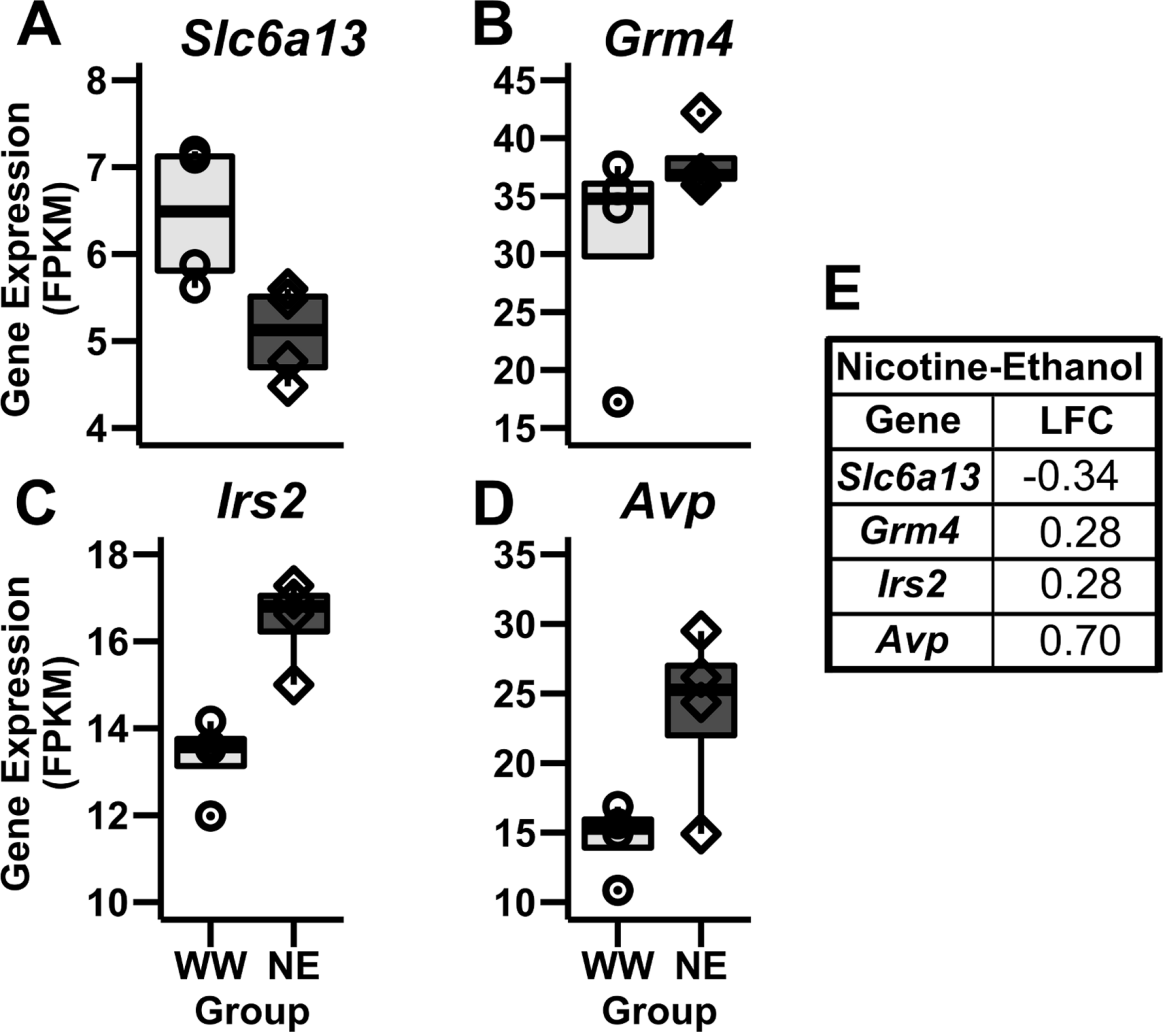
Notable genes differentially expressed between the WW and NE groups. **(A-B)** The *Slc6a13* gene was downregulated in the NE group compared to the WW group. **(C-D)** *Grm4*, *Irs2* and *Avp* genes were upregulated in the NE group. **(E)** The log-fold change (LFC) values are presented in the Nicotine-Ethanol table.

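Irs2, on chromosome 8 from 10986964 to 11008430, had 1905 ± 110.1 normalized counts in NE and 1569 ± 117 in WW (SD, n = 4 mice each), with all NE mice above all WW mice (exact permutation test, two-sided, p = 0.0286). Its log2 fold change was 0.28 (standard error 0.0601, adjusted p = 0.0654 in edgeR's quasi-likelihood test), and DESeq2, the likelihood-ratio test and the fit without WW replicate 21 called it. Its exons overlap those of 9530052E02Rik on the opposite strand.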

IPA of DEG from the NE group identified enrichment of dendritic cell maturation (6 genes, p<0.05) and synaptic long-term depression (4 genes, p<0.05) pathways. The upstream regulator genes had similar function to those identified for our nicotine only and ethanol only groups. These genes were associated with HPA-axis function such as *Crhr1* and Corticotrophin Releasing Hormone Binding Protein *(Crhbp*). Moreover, they were implicated in transcription regulation including Transcription Factor 7 Like 2 (*Tcf7l2)*, Neurogenic Locus Notch Homolog Protein 3 (*Notch3)*, and *Notch1*. 

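The Crhr1 transcript had 931 ± 71.9 normalized counts in NE (SD, n = 4 mice), above the WW mice in all 4, with replicate 5 apart from the others at 1038 (exact permutation test, two-sided, p = 0.0286). Its log2 fold change was 0.23 (standard error 0.0792, adjusted p = 0.172 in edgeR's quasi-likelihood test). Without WW replicate 21, the lowest WW mouse at 673, it was 0.16. The Water-Ethanol mice, at 949 ± 49.0, also lay above all WW mice, so a higher Crhr1 was not particular to NE. Crhbp, on chromosome 13 from 95431376 to 95444831, had 348 ± 23.0 in NE and 376 ± 29.0 in WW, and the groups overlapped (exact permutation test, two-sided, p = 0.229).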

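Tcf7l2, on chromosome 19 from 55741810 to 55933655, was lower in all 4 NE mice (1258 ± 59.8 normalized counts) than in any WW mouse (1381 ± 95.3, SD, n = 4 each). WW replicate 21 stood apart from the other WW mice at 1524 (exact permutation test, two-sided, p = 0.0286). Its log2 fold change of -0.13 had a standard error of 0.0546 and an adjusted p of 0.241 in edgeR's quasi-likelihood test. The log2 fold changes of the Notch genes were 0.15 for Notch3 on chromosome 17 from 32120893 to 32166852 and -0.05 for Notch1 on chromosome 2 from 26457902 to 26503822, with overlapping groups for both (exact permutation tests, two-sided, p = 0.0571 and 0.229).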

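Il10, on chromosome 1 from 131019845 to 131024970, was at the limit of detection, with at most 2 reads in any mouse, and was not tested. Maoa, on chromosome X from 16619698 to 16687812, had 1415 ± 49.1 normalized counts in NE and 1509 ± 43.8 in WW (SD, n = 4 mice each), a log2 fold change of -0.09 (standard error 0.0416, adjusted p = 0.284 in edgeR's quasi-likelihood test), with 3 of 4 NE mice below all WW mice (exact permutation test, two-sided, p = 0.0571).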

Finally, we observed upstream regulator genes associated with immune response such as Interleukin 10 (*Il10*) and oxidative deamination of dopamine, norepinephrine, and serotonin such as Monoamine Oxidase A (*Maoa*) gene (Table 3).

**Table 3:** Upstream regulators of NE DEG identified by IPA.

DEG Nicotine- Ethanol: IPA functional over-representation		
Upstream Regulators	Overlap p-value	Target molecules
***Notch3***	7.76E-03	***↓*** *Fabp7*
***Notch1***	7.76E-03	***↓*** *Fabp7*
***Crhr1***	7.76E-03	***↑*** *Avp*
***Crhbp***	1.55E-02	***↑*** *Avp*
***Tcf7l2***	2.49E-02	***↓*** *Mal*
***Maoa***	4.57E-02	***↑*** *Avp*
***Il10***	4.57E-02	***↓*** *Mrc1*

This table contains the upstream regulators identified by IPA and their target molecules, corresponding to genes differentially expressed after NE treatment (↑ = upregulated; ↓ = downregulated).

### 3.3. Weighted Gene Co-expressed Network Analysis (WGCNA)

All sixteen samples produced 140 modules in a single WGCNA analysis. 

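The co-expression analysis used the FPKM values of the same 16 mice, 4 per group, which the authors computed with the Cufflinks tools and deposited as 1 column per mouse. FPKM carries no read depth of its own. Of 23991 genes in the table, 12680 had an FPKM of at least 1 in every mouse, and the paper's number is 12679. With a minimum of 0.5 the filter kept 13663 genes. Modules were not built again here. The gene lists of the 15 modules in S6 Table were matched by symbol, between 20 and 738 genes per module. Each eigengene was recomputed as the first principal component of the standardized log2(FPKM + 1) values of the module's genes and signed to follow their mean. It explained 48.7% to 68.2% of the variance. Group differences were tested with a one-way F statistic against 100000 permutations of the 16 mice, and each treated group was compared with WW by an exact two-sided permutation test. On simulated modules of 100 genes without a group difference, 5% of 200 had a p-value under 0.05, and with a group shifted by 1 standard deviation 22% did, and by 2 standard deviations 74.5%. The modules were both built and chosen on these mice, so their tests show no stability of the modules.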

The gray module contained 263 unassigned genes. The remaining 139 modules contained between 20 and 957 genes. To identify relevant modules, the ME was calculated for each experimental group. 

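Over the 15 listed modules the F statistic of the recomputed eigengenes ran from 7.23 to 22.5. Permutation p-values ran from 2e-05 to 0.00553, and none exceeded 0.00553 after Benjamini-Hochberg adjustment over these modules alone. The highest F statistics belonged to Midnightblue, Palevioletred3 (22.1) and Lightcyan (19.6) and the lowest to Antiquewhite1.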

A one-way ANOVA with multiple testing correction (*q*<0.05) identified 15 modules significantly different between experimental conditions (S5 Table), containing between 23 and 741 genes (S6 Table). 

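The eigengene values of the 4 Water-Ethanol mice lay entirely apart from those of the 4 WW mice in 13 of the 15 modules, 7 lower and 6 higher. For NE this was also the case in 13 modules (6 lower, 7 higher), 12 of them the same as for Water-Ethanol. For NW it held in 3: Blue, Black and Powderblue. Each such separation has p = 0.0286 in the exact two-sided permutation test.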

Tukey’s *post hoc* analysis revealed significant differences between specific groups for each module (S7 Table), with the majority of significant modules significantly different when comparing WE to WW.

Functional overrepresentation analysis using IPA found enrichment in our 15 significant modules (detailed information in S8–S22 Tables). Enriched functional pathways were associated with synaptic signaling (blue, palevioletred3, lightcyan, paleturquoise, darkred, steelblue, powderblue, darkgray, salmon and black module), immune response (lighcyan module), transcription and methylation (powederblue, black and antiquewhite1 module), amino acid biosynthesis (brown4 and antiquewhite4 module), prothrombin activation pathways (salmon module), and cell cycle regulation (salmon and black module).

There were three modules (Blue, Midnightblue and Darkred) containing genes previously associated with addiction and brain development that are described below. 

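For the Blue module 738 of the 740 genes listed in S6 Table were found in the FPKM table, and the eigengene explained 58.1% of their variance. Its F statistic over the 16 mice was 8.14 (permutation test, p = 4e-04). Leaving out NW replicate 11 moved it most, to F = 14.4. It was lowest after removal of each mouse's level of the ribosomal RNA precursor Rn45s, an alternative chosen after the data were examined, with F = 3.07 (permutation test, p = 0.067).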

The Blue module, containing 741 genes was significantly different between groups (*F*_(3,12)_ = 8.16, *q*<0.05). The *post hoc* analysis revealed that the NW group had less expression compared to the WW group (Fig 9A). This module contained genes such as Gamma-Aminobutyric Acid Type A Receptor Subunit Beta 2 and Alpha 1 (*Gabrb2* and *Gabra1)*, Serotonin 5-HT-2C Receptor (*Htr2c*), Voltage-Sensitive Potassium Channel (*Kcnd2*) and Insulin-Like Growth Factor 1 (*Igf1*). 

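The Blue eigengene was -0.30 ± 0.30 in NW and 0.27 ± 0.07 in WW (SD, n = 4 mice each), and every NW mouse lay below every WW mouse (exact permutation test, two-sided, p = 0.0286). The 4 NW mice, replicates 7, 8, 10 and 11, had eigengene values of -0.70, -0.16, -0.35, 0.01. The Water-Ethanol mice, at 0.07 ± 0.05, and the NE mice, at -0.04 ± 0.10, also lay below all WW mice, with the same exact p.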

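Among Igf1, Gabrb2, Kcnd2 and Htr2c, Igf1 showed the largest change. On chromosome 10 from 87859056 to 87937047, it had 518 ± 27.2 normalized counts in WW and 414 ± 59.3 in NW (SD, n = 4 mice each), all NW mice below all WW mice and replicate 7 apart from the rest at 325 (exact permutation test, two-sided, p = 0.0286). Its log2 fold change was -0.32 (standard error 0.0962, adjusted p = 0.336 in edgeR's quasi-likelihood test). The log2 fold changes of the other 3 were -0.16 for Gabrb2 on chromosome 11 from 42419757 to 42632591, -0.17 for Kcnd2 on chromosome 6 from 21216109 to 21729805 and -0.07 for Htr2c on chromosome X from 146962513 to 147197277, all in the direction of the eigengene and all with overlapping groups (exact permutation tests, two-sided, p = 0.143, 0.171 and 0.0571 in that order). WW replicate 21 stood apart from the other WW mice for Gabrb2, at 14620 counts. For Htr2c the sign changed, to 0.01, under a correction for GC content that was chosen after the data were examined. The paper places Gabrb2 beside earlier reports of GABA signaling genes as susceptibility loci for nicotine dependence and alcoholism.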

GABA signaling-related genes have been identified as susceptibility *loci* and genes for nicotine dependence and alcoholism [88]. Functional enrichment using IPA, revealed Ephrin receptor signaling (*p* = 0.0003), ERK/MAPK signaling (*p* = 0.001), TGF-β Signaling (*p* = 0.002) and, BMP signaling pathways (*p* = 0.002). The top network was enriched in genes associated with pathways involved in neuroinflammation, dopamine receptor signaling, and corticotrophin releasing hormone (Fig 10).

**Fig 9:**
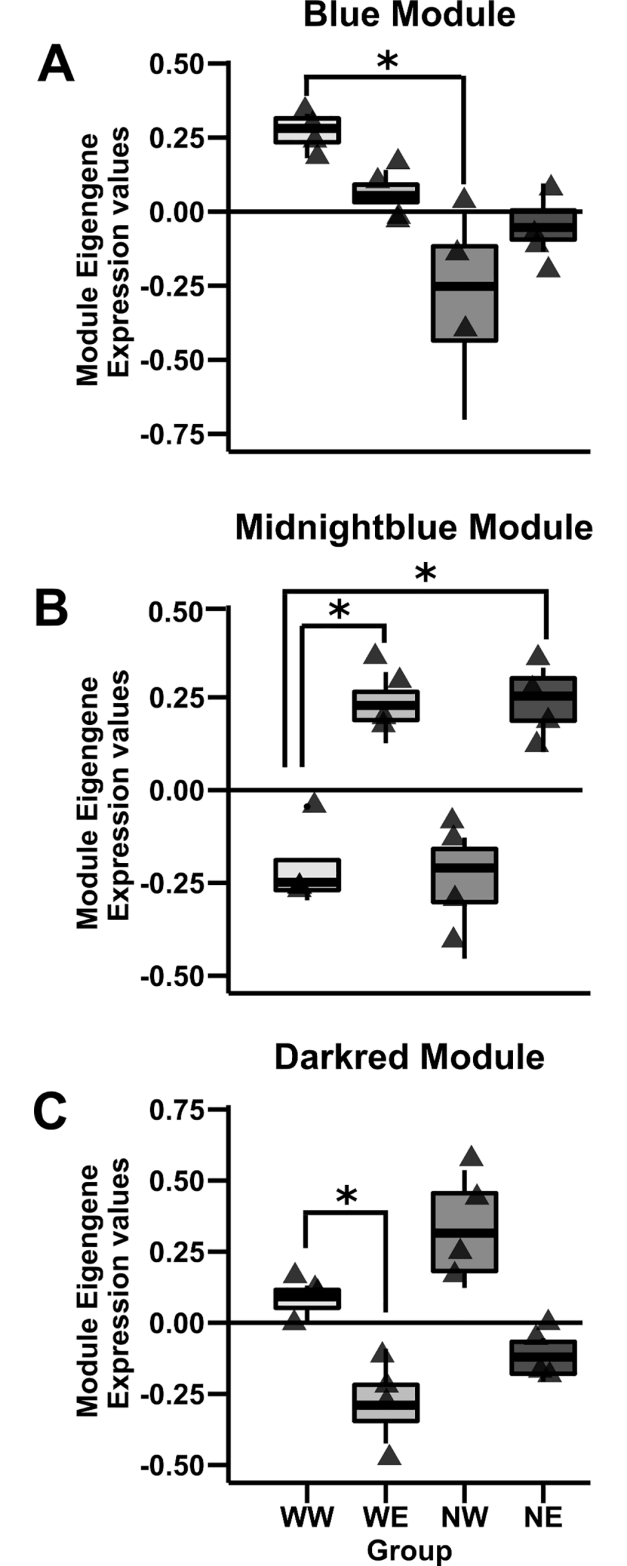
Nicotine, ethanol and their combination alter module eigengene expression values compared to controls (WW). **(A)** The Blue module shows a significant decrease in module eigengene expression in the NW group compared to the WW group. **(B)** The Midnightblue module showed a significant increase in the module eigengene for the ethanol groups (WE and NE) compared to our control group. **(C)** The Darkred module showed a significant decrease in WE module eigengene value compare to the WW group. * = p<0.05.

**Fig 10:**
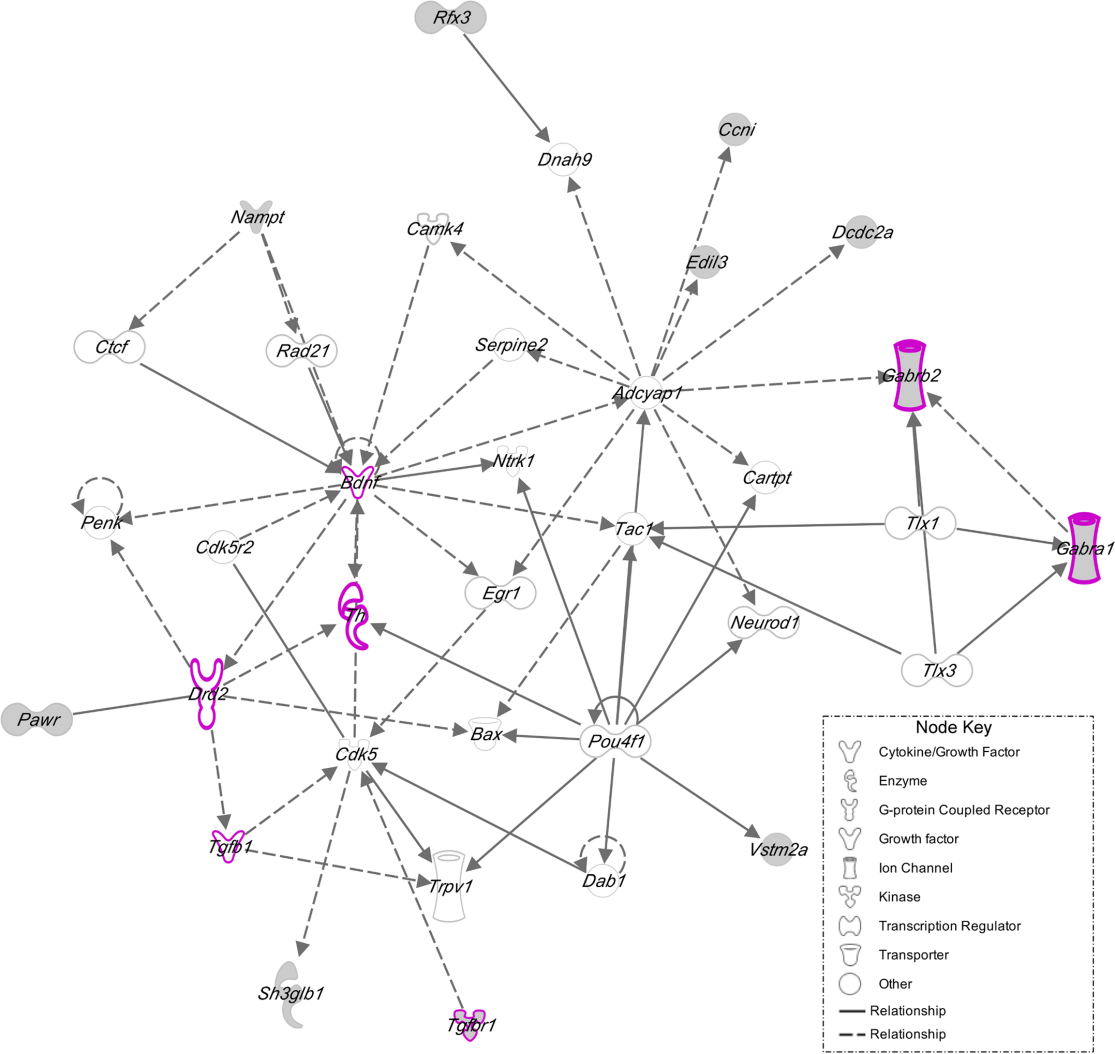
IPA enrichment of Blue module network shows the relationships of genes involved in neuroinflammation, dopamine receptor signaling, and corticotrophin hormone release pathways. This figure highlights genes (pink bold nodes) enriched for neuroinflammation signaling pathway (*Bdnf*, *Gabra1*, *Gabra2*, *Tgfb1* and *Tgfbr1*), dopamine receptor signaling (*Drd2* and *Th*), and corticotrophin releasing hormone pathway (*Bdnf* and *Campk4*). This figure shows as main nodes the *Bdnf* and *Adcyap1* (PACAP) genes involved in neurogenesis and mediators of neuroendocrine stress responses, respectively. Indirect relationships of *Bdfn* are indicated for *Campk4*, *Th* and *Drd2*. *Adcyap1* shows indirect association with *Gabra1* on *Gabra2* genes. Direct (bold arrow) and indirect (dashed arrow) relationships are displayed. IPA functional categories are shown in node key.

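The Midnightblue eigengene, from 165 matched genes of 167 listed, explained 53.2% of their variance and had an F statistic of 22.5 (permutation test over 16 mice, p = 3.5e-04).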

The Midnightblue module containing 168 genes, was significantly different between groups (*F*_(3,12)_ = 22.53, *q*<0.05). Tukey’s *post hoc* test revealed an increase in gene expression in both of the ethanol groups (WE and NE) compared to our control group (WW) (Fig 9B). This module contained genes such FBJ Murine Osteosarcoma Viral Oncogene Homolog (*Fosb)* previously shown to be induced by ethanol exposure [80]. 

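The eigengene of this module was 0.23 ± 0.08 in Water-Ethanol, 0.23 ± 0.10 in NE and -0.21 ± 0.11 in WW (SD, n = 4 mice each). Every mouse of the ethanol groups lay above every WW mouse (exact permutation tests, two-sided, p = 0.0286 for Water-Ethanol and for NE). NW, at -0.25 ± 0.14, overlapped with WW (exact permutation test, two-sided, p = 0.686).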

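In NE, Fosb had 377 ± 44.1 normalized counts (SD, n = 4 mice), a log2 fold change against WW of 0.32 (standard error 0.104, adjusted p = 0.16 in edgeR's quasi-likelihood test), with 3 of the 4 mice above all WW mice (exact permutation test, two-sided, p = 0.0571).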

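Slc24a4, on chromosome 12 from 102129419 to 102266749, had 612 ± 60.5 normalized counts in WW, 647 ± 17.3 in Water-Ethanol and 668 ± 33.1 in NE (SD, n = 4 mice each). Cyr61, on chromosome 3 from 145646971 to 145649985, had 129 ± 20.4, 161 ± 46.0 and 146 ± 51.2 in the same groups. Both groups overlapped with WW for both genes (exact permutation tests, two-sided, p = 0.371 and 0.143 for Slc24a4, 0.286 and 0.6 for Cyr61, Water-Ethanol first). The log2 fold change of Cyr61 in NE, 0.18, changed sign without NE replicate 4.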

Sodium/potassium/calcium exchanger (*Slc24a4*) and Cysteine-Rich Angiogenic Inducer 61 (*Cyr61*) involved in cholinergic regulation of synaptic plasticity [89] were observed here. Furthermore, Adrenoceptor Alpha 1A (*Adra1a*) previously reported in animal models of addiction and considered to be directly involved in substance use and dependence [90, 91] was found in this module. 

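Adra1a, on chromosome 14 from 66635251 to 66771168, had 412 ± 15.7 normalized counts in WW, 416 ± 25.3 in Water-Ethanol and 443 ± 26.9 in NE (SD, n = 4 mice each). The log2 fold change was 0.02 in Water-Ethanol, where replicate 15 stood apart at 454 and the sign changed without that mouse, and 0.11 in NE (exact permutation tests, two-sided, p = 0.8 and 0.0857).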

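Auts2, on chromosome 5 from 131437682 to 132542343, had 2451 ± 81.2 normalized counts in WW, 2638 ± 149 in Water-Ethanol and 2651 ± 81.8 in NE (SD, n = 4 mice each). All NE mice and 3 of the 4 Water-Ethanol mice lay above all WW mice (exact permutation tests, two-sided, p = 0.0286 and 0.0571). The log2 fold changes were 0.11 in Water-Ethanol and 0.12 in NE (standard errors 0.0447 and 0.0378, adjusted p = 0.21 and 0.16 in edgeR's quasi-likelihood test).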

Finally, we observed the Autism Susceptibility Candidate 2 (*Auts2*) gene reported to be associated to alcohol sensitivity [91]. IPA enrichment of functional groups for the Midnightblue module indicated apoptosis receptor signaling (*p* = 0.003) pathway.

Finally, the Darkred module containing 119 genes was significantly different between groups (*F*_(3,12)_ = 16.22, *q*<0.05). 

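All 118 genes that S6 Table lists for Darkred were found, and their eigengene explained 57.7% of the variance. Its F statistic was 16.4 (permutation test over 16 mice, p = 2e-05).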

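The Darkred eigengene was 0.08 ± 0.06 in WW and -0.27 ± 0.14 in Water-Ethanol (SD, n = 4 mice each), every Water-Ethanol mouse below every WW mouse (exact permutation test, two-sided, p = 0.0286). The NE mice, at -0.13 ± 0.07, also lay below all WW mice, with the same exact p. The NW mice were higher, at 0.32 ± 0.19 (exact permutation test, two-sided, p = 0.0571).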

*Post hoc* analysis revealed a decrease in WE module eigengene value compare to the WW group. 

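In Water-Ethanol, Grm2 had 900.5 ± 67.3 normalized counts against 1022 ± 66.2 in WW (SD, n = 4 mice each). Polr1e, on chromosome 4 from 45018609 to 45034279, whose exons overlap those of Fbxo10 on the opposite strand, had 155 ± 16.9 in Water-Ethanol and 167 ± 8.42 in WW. Water-Ethanol replicate 16 stood apart at 180.5 counts, and the groups overlapped (exact permutation test, two-sided, p = 0.314). Gnao1, on chromosome 8 from 93810838 to 93969388, had 19620 ± 413 in Water-Ethanol and 20500 ± 323 in WW, with all Water-Ethanol mice below all WW mice (exact permutation test, two-sided, p = 0.0286). Its log2 fold change was -0.06 (standard error 0.0321, adjusted p = 0.321 in edgeR's quasi-likelihood test).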

Relevant genes contained in this module were the Glutamate Metabotropic Receptor 2 (*Grm2*) previously reported as a candidate gene in nicotine and ethanol exposure [92], RNA Polymerase I Subunit E (*Polr1e*), and G Protein Subunit Alpha O1 (*Gnao1*), which have both been shown to be altered by psychostimulants [93] (Fig 9C).

## 4. Discussion

The current study found that adolescent nicotine exposure alters later drug behavior and the expression of genes involved in glutamate and GABA neurotransmission, neuroplasticity, and the HPA-axis stress response. Our results replicate and extend previous findings, showing that nicotine exposure in adolescent C57BL/6J female mice increases binge-like ethanol consumption and resulting BEC compared to nicotine-naïve mice [35]. Furthermore, our transcriptome analyses suggest that nicotine and ethanol exposure results in alterations of brain neuroendocrine- (e.g. *Avp*, *Pomc*, and *Crhr1*), neuroplasticity- (e.g. *Arc*, *Fos*, *FosB*, *Nr4a1* and *Bdnf*), and neurotransmitter-related (e.g. *Drd2*, *Grin2a*, *Grin2b*, *Grm3*, *Grm4*, and *Kcnt1*) genes. These findings contribute additional evidence on the role of nicotine-induced changes in stress hormone signaling and nicotine-induced neuroadaptations that may lead to increased ethanol self-administration [32]. Moreover, our WGCNA analysis allowed us to contextualize the effects of early nicotine or/and ethanol consumption on biological pathways associated to brain development and function. This research provides information about possible underlying transcriptional changes and biological mechanisms associated with nicotine and/or ethanol consumption during adolescence, that should be further examined.

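Over the 3 comparisons, 29 of the gene changes that the paper calls were followed gene by gene, chosen because its text or figures name them, and 28 had enough reads to be tested. All 28 changed in the paper's direction, 21 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test and 3, Grm3, Grin2b and Cav2 in Water-Ethanol, had an adjusted one under it. Cav2 in Water-Ethanol was not called in the fit of all 16 mice, with marker score covariates, with limma or with the GC correction. Its adjusted p-value ranged from 1.77e-04 to 0.13 over all alternatives of edgeR, DESeq2 and limma, those added after the data were examined included. The paper's direction was taken from the same mice. From its transcriptome analyses, the paper proposes that nicotine and ethanol alter neuroendocrine, neuroplasticity and neurotransmitter genes in the brain.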

We found that nicotine exposure increases binge-like ethanol consumption and BEC in female adolescent C57BL/6J mice. Further, no significant differences in water consumption were detected between the NW and WW groups, indicating that nicotine exposure does not globally increase thirst. Our results are consistent with previous studies that have reported a significant increase in ethanol consumption after nicotine exposure in adolescent C57BL/6J male [94,95] and female [35] mice, adult C57BL/6J mice [94], male rats [24,30–32,96–98], and human smokers [99]. While two studies did not find a relationship between nicotine consumption and ethanol intake [100,101], the preponderance of evidence suggests that this relationship exists. Our data provides further evidence for this association. One mechanism proposed to explain the increase in ethanol intake following nicotine exposure is stress-hormone signaling in the mesolimbic dopamine (DA) system. Corticosterone in response to nicotine has been shown to increase GABAergic inhibition onto VTA DA neurons leading to attenuated ethanol-induced DA signaling and augmented ethanol self-administration [32]. Gene expression results observed in this study are consistent with this hypothesis (see Conclusions section).

### Genes influenced by nicotine exposure

Among humans, nicotine use usually begins during adolescence [102]. This developmental period represents a window of time where normal brain development occurs, which may be altered by nicotine exposure. Alterations to normal neuronal development can increase the risk of future drug use [32,87,103]. During this time, many systems undergo changes, including the mesocorticolimbic DA system [104] and the hypothalamic-pituitary-adrenal (HPA) axis [105].

Perturbations of HPA axis developmental trajectories may contribute to altered stress-reactivity [105]. Nicotine activates the HPA system which stimulates stress-related hormones [106], that can modulate synaptic transmission in the mesolimbic DA system [37]. Both the DA and HPA-axis have been linked to drug use and addiction [107]. Here we showed that nicotine exposure in C57BL/6J adolescent females increased the expression of genes involved in neurotransmission (*Pomc*) and in neuropeptide activity (*Avp*) relative to animals that had access to water; both genes linked to HPA axis activity. Further, *Crhr1* gene was identified as upstream regulator of the NW DEG.

Our results are consistent with previous studies that have identified increased expression of these genes following nicotine exposure [87,108–110], but opposite results have also been reported [111,112]. For example, *Pomc* upregulation has been observed in the arcuate nucleus of the hypothalamus after chronic nicotine treatment [108,110]. However, a decrease or no effect in *Pomc* mRNA expression has been observed in the same brain region after chronic nicotine treatment [112,113] and acute nicotine treatment [111,112]. These discrepant findings may be explained by differences in the nicotine administration protocol. For example, in our experiment 200 μg/ml (−)nicotine was available in the drinking solution for ten days, compared to one-time [111] or daily [112] injections of nicotine utilized in the experiments reporting decreased *Pomc* expression. Further, we choose to examine whole brain gene expression, therefore it is possible that brain region-specific expression changes for the *Pomc* gene [114] were washed out. Finally, in this work we analyzed the brain transcriptome of C57BL/6J adolescent female mice; therefore, our results might not be comparable due to differences in species, sex or age of animal tested. In contrast to the mixed results with *Pomc*, *Avp* was upregulated in our nicotine treated animals, a finding that is consistent with previous literature [69,87,109]. Together these data suggest that nicotine alters HPA-axis activity through increases in *Avp* and *Pomc* gene expression, however the later seems to be susceptible to treatment protocol and/or brain region examined.

In addition to our results which demonstrate that nicotine alters genes associated with HPA axis activity, we also found that nicotine alters GABAergic transmission. Further, it has been reported that stress signaling alters GABAergic neurotransmission [103]. This is supported by the identification of the stress-related gene *Crhr1* gene as upstream regulator and a decreased expression of relevant genes in the Blue module (*Gabrb2* and *Gabra1)* in the NW group. Therefore, our findings contribute additional evidence to the hypothesis that nicotine utilizes neuroendocrine mechanisms to influence neurotransmitter activity [32,69].

We observed decreased *Arc* and *Fos* expression in the NW group relative to controls. These genes have been implicated in synaptic plasticity [115] and associated with addiction [113]. Our results are not consistent with previous research that has reported increased *Arc* and *Fos* expression in the prefrontal cortex (PFC) following an acute injection of nicotine in adolescent male rats [113] and rat pups [116]. It is possible that we observed a different pattern of gene expression due to the brain region studied. Particularly, *Arc* and *Fos* brain region expression depends on region-specific neuronal activation [117]. On the other hand, these gene expression patterns could be explained due to treatment protocol (i.e. chronic), or as a result of the 4h nicotine withdrawal on the final experimental day.

A possible explanatory mechanism to our results is that AMPA glutamate receptors activation have shown to negatively regulate *Arc* gene expression, through a mechanism involving a pertussis toxin-sensitive G proteins [118]. Interestingly, nicotine stabilizes ionotropic glutamate receptors leading to increased AMPA function in rats [119,120]. Thus, we could hypothesize that decreased *Arc* expression could be a result of nicotine increasing AMPA receptor function and resulting in decreased *Arc* expression. This negative feedback mechanism may only be apparent with chronic nicotine exposure. Further work measuring *Arc* gene expression after acute and chronic nicotine exposure is required to test this hypothesis.

### Genes influenced by ethanol exposure

Mice that consumed only ethanol had more DEG compared to any other treatment group. The DEG found in this group were generally consistent with previous research that examined genes related to ethanol consumption and/or BEC in C57BL/6J mice utilizing DID. Importantly this consistency comes with many differences in study design. For example, we used female mice compared to male mice in previous work. Additionally, we used whole-brain samples while prior work focused on specific brain regions such as the hippocampus, striatum, cerebellum, frontal cortex [121,122], olfactory bulb, and VTA [123]. 

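Cav2 was lower in all 4 Water-Ethanol mice than in any WW mouse, with a log2 fold change of -0.32 (standard error 0.0563). Col7a1, on chromosome 9 from 108953745 to 108984875, with Mir711 overlapping its exons, had 242 ± 45.9 normalized counts in Water-Ethanol and 149.8 ± 43.2 in WW (SD, n = 4 mice each), a log2 fold change of 0.70 (standard error 0.185, adjusted p = 0.0852 in the edgeR test). Col6a1, on chromosome 10 from 76708792 to 76726044, had 1580 ± 162 in Water-Ethanol and 1250 ± 390.1 in WW, and its log2 fold change of 0.34 (standard error 0.168, adjusted p = 0.283 in the edgeR test) came with overlapping groups (exact permutation test, two-sided, p = 0.2). The beta-globin gene Hbb-b1, on chromosome 7 from 103826532 to 103827929, overlaps the exons of Hbb-bs on the same strand, and the count table gave it 0 reads in every mouse of all 4 groups. In the FPKM table it was at 112 ± 19.4 in Water-Ethanol and 88.7 ± 19.2 in WW (exact permutation test, two-sided, p = 0.2).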

Even with these methodological differences overlap in DEG were observed and these genes (e.g. *Cav2*, *Hbb-b1*, *Col6a1* and *Col7a1*) could represent key drivers of ethanol intake.

Among our notable results, the transcriptome results showed decreased expression of glutamate receptor genes such as *Grm3* (encoding the metabotropic receptor subunit mGluR3), *Grin2a*, and *Grin2b* (NMDA type, encoding for GluN2A and GluN2B respectively) compared to controls. Glutamate is responsible for normal brain function during development [124] and has an important role in synaptic plasticity and excitatory synaptic neurotransmission [74]. Long-term exposure to ethanol alters the gene expression, the availability and function of glutamate receptors, and its transporters [125]. Further, impairment in glutamate homeostasis has been associated with alcohol tolerance, dependence, and relapse [75]. Our results are consistent with previous studies in human embryonic stem cells (hESCs) [75] and human post mortem brain tissue of chronic alcoholics [126]. However, opposite results have been reported as well. Particularly, the upregulation of the NMDA receptor subunit genes *GRIN2A* and *GRIN2B* have been reported in the hippocampus of human alcoholics [74], in hESC-derived cortical neurons [75], in mouse cortex [127], and in rats cortex [128] and amygdala [129] after long-term ethanol intake. It has been proposed that acute ethanol exposure reduces glutamatergic transmission, while prolonged exposure upregulates NMDA receptor function [130] and transcription [131,132]. Therefore, it is possible that a 4-day DID treatment was not long enough to observe the switch between reduced transmission and upregulation of NMDA receptor expression.

We observed that ethanol consumption induced *FosB* transcription in our experiment. This gene was found in both the WE DEG and Midnightblue module. *FosB* has been associated with addiction-related neural plasticity [133]. Long-lasting induction of FosB is related to chronic stress [134], drug abuse [78] as well as, ethanol exposure [80,135]. Our results are consistent with previous studies in animal models after chronic voluntary ethanol intake, showing an upregulation of *FosB* gene expression [80]. However, opposite results have been reported regarding *FosB* differential expression in the striatum and mPFC after forced ethanol exposure [80,134]. This could suggest that *FosB* is sensitive to ethanol exposure protocols.

Finally, our WGCNA results revealed that the majority of the significant modules were related to ethanol exposure (S7 Table). A few of these ethanol-responsive modules had axonal guidance signaling functionally overrepresented. Disruption of axon outgrowth has been reported in the developing hippocampus. These changes have been associated altered functional properties of synaptic circuitry, linked to cognitive and behavioral problems [136].

### Genes influenced by both nicotine and ethanol exposure

Mice that consumed both nicotine and ethanol showed an upregulation of the stress-related gene *Avp*. Nicotine stimulates the HPA-axis by inducing the co-expression of *Crf* and *Avp* [87]. The activation of the stress pathways is mediated by the CHR-R1, CHR-R2 and AVP V1b receptors [69], located in the amygdala, hypothalamus, anterior pituitary, and hippocampus [137]. Additionally, AVP has been implicated in ethanol drinking [85] and the AVP V1b receptor has been shown to modulate ethanol self-administration [137]. Our results are consistent with our DEG results in the NW group and with previous studies reporting an upregulation of *Avp* mRNA after nicotine exposure [87]. Conversely, no effect of acute ethanol injection [138] or decreased *Avp* mRNA levels after chronic ethanol exposure in rats (6 or 10 months) [139], provide evidence of long-term effects of ethanol on *Avp* gene expression. Therefore, we hypothesize that nicotine induced *Avp* gene expression as 4 days of ethanol exposure might not have been long enough to cause decreased *Avp* mRNA as reported in previous studies.

We observed decreased expression of the GABA transporter gene *Slc6a13* (encoding for GAT2) after both nicotine and ethanol exposure. A downregulation of other GABA-related genes (*Gabra1* and *Gabrb2*) was also observed in our WGCNA results (in the Blue module). Although there is not much evidence regarding the functional importance of GAT2 in the brain, it has been suggested to regulate cerebrospinal fluid GABA concentration [140]. A previous study reported an association between *Slc6a13* upregulation in the striatum and ethanol consumption [141]. Our results are not consistent with this study, however we observed decrease in *Slc6a13* mRNA following both nicotine and ethanol exposure. Further research regarding the function of *Slc6a13* in substance use is needed.

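The numbers of DEG do not compare the treated groups with each other, so NE was also compared with Water-Ethanol directly. In the paper NE mice drank more ethanol on the last day, so this comparison covers nicotine and ethanol dose together. Of 15319 genes, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest adjusted p = 0.298) and 888 had an unadjusted one under it. DESeq2 and edgeR's likelihood-ratio test each called 2 genes, and leaving out each mouse in turn gave 0 or 1. Grin2b was among the calls of both tests, and it was the only call of the quasi-likelihood test without a filter beyond 1 count and without NE replicate 2. Grin2b was singled out for this comparison after its values were seen.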

The WE group had the highest number of DEG (*N* = 353) compared to the NW (*N* = 99) and NE (*N* = 122) groups. It has been proposed that nicotine exposure blunts ethanol-induced synaptic function and excitatory neuron firing through stress hormone signaling [32]. 

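Whether the response to ethanol differed with nicotine was tested as the interaction of both factors in a fit of all 16 mice. The paper reports higher ethanol intake and blood ethanol in NE than in Water-Ethanol on the last day. The interaction therefore cannot separate an influence of nicotine on the response from a difference in ethanol dose. Of 15592 genes, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest adjusted p = 0.577), and 1054 had an unadjusted one under it, or 876 after a correction for GC content that was chosen after the data were examined. In the same fit the ethanol effect averaged over mice with and without nicotine passed the threshold in 702 genes, 244 lower and 458 higher, and in 280 to 899 genes with 1 mouse left out. For Grin2b the interaction was 0.48 on the log2 scale (standard error 0.139, adjusted p = 0.651 in the edgeR test), and this gene is lower in Water-Ethanol than in WW.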

We hypothesize that the decreased neuronal firing in response to nicotine exposure may also block induction of gene expression by ethanol. In such the animals exposed to nicotine would have less of a physiological response to ethanol, which would explain the significant increase of ethanol consumption observed in the NE compared to the WE group. On the other hand, it is possible that differences in the number of DEG between the NE and WE groups could be a result of ethanol consumption. However, it is important to highlight that the NE group consumed more ethanol than the WE group, but had fewer DEG.

In the current study, we also found interesting novel genes. For example, an upregulation of interleukin-like genes (*Il16* and *Il20rb*) and potassium channel genes (*Kcnt1* and *Kcnb2*, up and downregulated respectively) in the ethanol-only group. These genes could be interesting new candidate genes because of the suggested role of neuroinflammation in ethanol consumption [77]. Additionally it has been reported that potassium channels are direct targets of ethanol [76,77] and a GWAS study has found an association between a *Kcnb2* single nucleotide polymorphism (SNP) and maximum number of drinks in a human population study [76].

### Limitations

The limitations of this study were: (1) the use of whole brain tissue for RNA-Seq. This did not allow us to associate specific transcriptional changes to specific brain regions or cell types. Therefore, the inferences regarding gene expression changes and associations with behaviors are limited. Additionally, differences or the absence of DEG previously reported as highly associated with nicotine and ethanol consumption (e.g. nAChRs, glucocorticoid receptors, etc.) might due to complex gene expression patterns (up or downregulation) in different brain regions. However, it is important to highlight that we have been able to observe relevant DEG in whole brain tissue demonstrating the importance and extending the relevance of these genes across brain regions. (2) Only female adolescent C57BL/6J mice were used, due to their reported increased susceptibility to binge drinking during adolescence. However, future studies comparing C57BL/6J mice with ethanol avoiding strains could yield valuable insight into the molecular changes associated with susceptibility to drinking. (3) Ethanol exposure occurred during the 4 hours prior to brain dissection while no nicotine was present. This could explain why we observed less DEG in the NW group compared to the WE and NE groups and why the majority of the WGCNA modules were related to ethanol exposure. Further studies could include a nicotine minipump during ethanol exposure to test if the differences in the number of DEG or WGCNA modules between groups are related to time-dependent effects or more interestingly, corresponds to different actions of each of these substances. Finally, it is possible that effects observed in the nicotine group represent genes associated with withdrawal from nicotine rather than effects of nicotine intake per se. (4) While we randomly selected the mice for the RNA-Seq analysis, the small sample size in each group (*N* = 4), could be prone to sampling bias. Previous work has shown robust results with a similar samples sizes [142,143]. However, for WGCNA, 16 samples are just above the recommended sample size and could have resulted in noise in the network construction. Further study and validation of these results is warranted.

## 5. Conclusions

This study is one of the first to describe the effects of adolescent nicotine exposure on ethanol intake and the combined effect of both substances on brain gene expression. Here we observed that nicotine exposure increases ethanol consumption and resulting BEC in female adolescent C57BL/6J mice. 

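The effect of nicotine averaged over mice with and without ethanol, from the fit of all 16 mice, was 0.07 for Crhr1 (standard error 0.0617, adjusted p = 0.77), 0.39 for Avp (standard error 0.16, adjusted p = 0.411) and 0.34 for Pomc (standard error 0.192, adjusted p = 0.569) on the log2 scale, by edgeR's quasi-likelihood test. Across all 15592 genes 0 passed an adjusted p-value of 0.05 for this effect and 1599 an unadjusted one, or 868 after a correction for GC content that was chosen after the data were examined. For Pomc the interaction was -0.94 (standard error 0.383, adjusted p = 0.71 in the edgeR test). Among mice with ethanol, Pomc overlapped between NE (34.45 ± 9.34 normalized counts) and Water-Ethanol (37.75 ± 8.90), so no sign can be given there. Among mice without ethanol, the log2 fold change of 0.82 fell to 0.48 when NW replicate 10 was left out.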

Based on our results, we hypothesize that nicotine-induced upregulation of stress-related genes (*Crhr1*, *Avp* and *Pomc*) could be affecting GABAergic, DAergic, and glutamatergic neurotransmission in the mesolimbic pathway. This would increase glutamatergic activity and would reduce the inhibitory control of GABA on DAergic transmission [32], resulting in increased ethanol consumption observed in the NE group. Nonetheless, mechanistic experiments are required to test this hypothesis. Given the limitations of this study, validation of these findings is warranted.

## Supporting information

S1 Table List of differentially expressed genes (DEG) between Nicotine-Water and Water-Water group. (XLSX) Click here for additional data file.

S2 Table List of differentially expressed genes (DEG) between Water-Water and Water-Ethanol group. (XLSX) Click here for additional data file.

S3 Table List of differentially expressed genes (DEG) between Nicotine-Ethanol and Water-Water group. (XLSX) Click here for additional data file.

S4 Table Overlap of differentially expressed genes (DEG) between experimental groups. (XLSX) Click here for additional data file.

S5 Table ANOVA of the MEs (adjusted p-values using FDR). (XLSX) Click here for additional data file.

S6 Table WGCNA significant modules gene list. (XLSX) Click here for additional data file.

S7 Table Tukey's post hoc analysis of the 15 significant WGCNA modules. Signif. codes: ‘***’ 0.001; ‘**’ 0.01; ‘*’ 0.05. Treatments with the same letter are not significantly different.
(XLSX) Click here for additional data file.

S8 Table IPA Functional overrepresentation of Antiquewhite1 module. (XLSX) Click here for additional data file.

S9 Table IPA Functional overrepresentation of Antiquewhite4 module. (XLSX) Click here for additional data file.

S10 Table IPA Functional overrepresentation of Black module. (XLSX) Click here for additional data file.

S11 Table IPA Functional overrepresentation of Blue module. (XLSX) Click here for additional data file.

S12 Table IPA Functional overrepresentation of Brown4 module. (XLSX) Click here for additional data file.

S13 Table IPA Functional overrepresentation of Darkgrey module. (XLSX) Click here for additional data file.

S14 Table IPA Functional overrepresentation of Darkred module. (XLSX) Click here for additional data file.

S15 Table IPA Functional overrepresentation of Firebrick2 module. (XLSX) Click here for additional data file.

S16 Table IPA Functional overrepresentation of Lightcyan module. (XLSX) Click here for additional data file.

S17 Table IPA Functional overrepresentation of Midnightblue module. (XLSX) Click here for additional data file.

S18 Table IPA Functional overrepresentation of Paleturquoise module. (XLSX) Click here for additional data file.

S19 Table IPA Functional overrepresentation of Palevioletred3 module. (XLSX) Click here for additional data file.

S20 Table IPA Functional overrepresentation of Powderblue module. (XLSX) Click here for additional data file.

S21 Table IPA Functional overrepresentation of Salmon module. (XLSX) Click here for additional data file.

S22 Table IPA Functional overrepresentation of Steelblue module. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

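RNA-seq of whole brains, cerebellum included, was measured in 16 female C57BL/6J mice, 4 in each of the groups WW, NW, Water-Ethanol and NE, which were taken from the labels and the paper. The authors aligned trimmed reads with TopHat2 to GRCm38 and deposited whole read counts per gene, one column per mouse, without normalization. The authors also deposited FPKM per gene from the Cufflinks tools, which are scaled for transcript length and library size and carry no read depth. The counts table held 24062 genes and the FPKM table 23991, and 23991 names were in both. Total counts per mouse ran from 27100352 to 32880979 (median 29448284).

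Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, transcript GC content with Biostrings 2.70.1, and other statistics and plots with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The main test was edgeR's quasi-likelihood test after TMM normalization and the default filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. NW, Water-Ethanol and NE were each compared with WW, and NE with Water-Ethanol, in fits of the groups compared. The ethanol and nicotine effects and their interaction came from a fit of all 16 mice. Overlaps of called genes were tested with a one-sided Fisher's exact test on genes tested in each comparison. Single genes and scores were compared by exact two-sided permutation tests, and module eigengenes by a one-way F statistic with 100000 permutations. Eigengenes were computed on log2(FPKM + 1) for the 15 modules whose genes S6 Table lists.

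The rule for naming genes was set before the data were examined. It takes every gene that the paper names in its results or discussion as changed, as a module member or as an upstream regulator, and in each comparison the 5 genes with the largest absolute log2 fold change among those with an adjusted p-value under 0.05 whose groups do not overlap. Not every such gene is reported here. Gene positions and overlaps of exons are those of the authors' count table, and gene types come from GENCODE for GRCm38. Marker scores are the mean of centred log2 counts, scaled to library size, of listed genes, with 10 lists written before and 5 after the data were examined. Alternatives were RLE factors, DESeq2, edgeR's likelihood-ratio test, other filters on low counts, limma on log2(FPKM + 1), fits of all mice, marker scores as covariates, other pseudocounts and summaries for the modules, and leaving out each mouse. A GC correction and the removal of Rn45s levels were added after the data were examined. The tests were also run on simulated data with known changes.

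Reads were not aligned or counted again, and Cuffdiff2 was not rerun, since the tables hold no reads. Module construction and the pathway analysis were not repeated, and the behavioural measurements were not analysed here.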

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

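In 272 groups of 4 values the distance of the highest or lowest mouse from its nearest neighbour was divided by the range of the group. This ratio exceeded Dixon's two-sided critical value in 23 of them, where 13.6 are expected by chance, so single cases below carry little weight. The tests on skeletal muscle, growth hormone, Mal, the hindbrain Hox genes, GC content, the Blue module and the X chromosome were chosen only after the result was seen, and the others before the data were examined. Relations across the 16 mice were computed after group means were removed, with 24 relations in the family. The labels name no sequencing or library batch, so none could be compared. A permutation p of 1e-05 is the smallest that the permutations can give.

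Genes of the cerebellum were low in WW replicate 21, with a marker score of -1.52 (ratio 0.891), and in NW replicate 10, with -0.98 (ratio 0.983). The other mice lay between 0.056 and 0.258. The hindbrain Hox score was -1.7 in WW replicate 21 (ratio 0.842) and -1.92 in NW replicate 10. It was also low in Water-Ethanol replicate 13, at -1.09, and in NE replicate 3, at -1.22. The cerebellum scores of these mice were 0.238 and 0.073, so a low Hox score was not limited to mice with low cerebellum genes. Across the mice the cerebellum score and Grm4 were related with Pearson's r = 0.975 and Spearman's rho = 0.921 (permutation p = 1e-05 and 1e-05, Benjamini-Hochberg value 3.43e-05), with r = 0.883 without the 2 farthest mice. For Il16 the relation was Pearson's r = 0.992 and Spearman's rho = 0.956 (permutation p = 1e-05 and 1e-05, Benjamini-Hochberg value 3.43e-05), with r = 0.955 without the 2 farthest mice. For Il20rb it was Pearson's r = 0.856 and Spearman's rho = 0.715 (permutation p = 7e-05 and 0.00253, Benjamini-Hochberg value 1.87e-04), with r = 0.62 without the 2 farthest mice. A smaller share of cerebellum in the tissue of WW replicate 21 is a candidate explanation for part of the higher means of Grm4 in NE and of Il16 and Il20rb in Water-Ethanol. The score itself differed from WW by 0.413 in Water-Ethanol (p = 0.657, exact permutation test) and 0.392 in NE (p = 0.714, exact permutation test). Mal in NE showed no such relation, with Pearson's r = -0.224 and Spearman's rho = -0.135 (permutation p = 0.39 and 0.617, Benjamini-Hochberg value 0.406), with r = -0.131 without the 2 farthest mice. In WW replicate 21 Gabrb2 (ratio 0.904) and Grin2b (ratio 0.867) were low and Tcf7l2 was high (ratio 0.95) among the WW mice. No explanation was tested for these genes.

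Single mice also stood apart for genes that the paper names. Adra1a was high in Water-Ethanol replicate 15 (ratio 0.912), Polr1e in Water-Ethanol replicate 16 (0.988), Crhr1 and Grm4 in NE replicate 5 (0.909 and 0.883) and Egr2 in NE replicate 3 (0.837). Fosb was low in Water-Ethanol replicate 14 (0.871), Fabp7 in WW replicate 18 (0.863) and Igf1 in NW replicate 7 (0.904). Across the 16 mice, Grm4 was set against the cerebellum score and Fabp7 against the olfactory bulb score. For the other genes no technical or biological explanation of these values was tested. Among the marker scores, the olfactory bulb score was low in NW replicate 11 (0.899), the pituitary score in Water-Ethanol replicate 15 (0.939) and the choroid plexus score in NW replicate 10 (0.841).

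Growth hormone (Gh) was detected in WW replicate 19 and NW replicate 10 alone of all 16 mice, so the ratio was 1 in the WW and NW groups. The pituitary hormone gene Prl, which the paper does not discuss, reached 241 normalized counts in NW replicate 10. Pituitary tissue left on some brains was tested as a technical explanation. Gh and the pituitary score were related with Pearson's r = 0.826, Spearman's rho = 0.56, permutation p = 2.3e-04 and 0.0261 (Benjamini-Hochberg value 5.52e-04). Without these mice no reads of Gh are left, so the relation rests on them alone, and the subtraction of group means sets the values of the other mice. Pomc and the score were related with Pearson's r = 0.544 and Spearman's rho = 0.45 (permutation p = 0.0301 and 0.0817, Benjamini-Hochberg value 0.0481), with r = 0.204 without the 2 farthest mice. The relation of Pomc therefore rests on WW replicate 19 and NW replicate 10. The score itself differed from WW by 0.068 in NW (p = 0.771, exact permutation test). Pituitary tissue in NW replicate 10 may account for part of the Pomc difference. No biological explanation was tested.

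Myh4, a myosin of skeletal muscle, reached 169.7 normalized counts in NW replicate 7. The paper does not discuss it. Acta1 and the skeletal muscle score were related with Pearson's r = 0.912 and Spearman's rho = 0.482 (permutation p = 0.00125 and 0.0604, Benjamini-Hochberg value 0.00231), with r = 0.806 without the 2 farthest mice, and the score of that mouse was 3.24. The score differed from WW by 1.18 in NW (p = 0.114, exact permutation test). Muscle left on the brain is a candidate explanation. In the same mouse the slope of expression on transcript GC content was high among the NW mice, at 1.18 (ratio 0.858). The Blue eigengene was related to the GC slope with Pearson's r = -0.84 and Spearman's rho = -0.7 (permutation p = 3.7e-04 and 0.00341, Benjamini-Hochberg value 8.07e-04), with r = -0.585 without the 2 farthest mice, and to the level of Rn45s with Pearson's r = -0.542 and Spearman's rho = -0.759 (permutation p = 0.0445 and 9.7e-04, Benjamini-Hochberg value 0.0668), with r = -0.545 without the 2 farthest mice. With the cerebellum score the relation was Pearson's r = 0.201 and Spearman's rho = 0.432 (permutation p = 0.387 and 0.0941, Benjamini-Hochberg value 0.406), with r = 0.083 without the 2 farthest mice. GC bias and ribosomal RNA in the library are candidate technical explanations that the tests do not separate, and no biological explanation was tested.

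The olfactory epithelium score was high in WW replicate 20 (ratio 0.89) and in NE replicate 3 (ratio 0.863). Cyp2g1 and this score were related with Pearson's r = 0.923 and Spearman's rho = 0.783 (permutation p = 1e-05 and 5.4e-04, Benjamini-Hochberg value 3.43e-05), with r = 0.881 without the 2 farthest mice. Of the 14 mice left, 7 had reads of Cyp2g1. The score differed from WW by -0.5 in NW (p = 0.6, exact permutation test), -0.572 in Water-Ethanol (p = 0.543, exact permutation test) and -0.498 in NE (p = 0.657, exact permutation test). Epithelium left on the brain of single mice is a candidate explanation for Cyp2g1. Xist was low in WW replicate 20 (ratio 0.845), at 2.64% of the mean of the other mice, which lay between 21830 and 28060 normalized counts. A male mouse was tested by the reads on Y-linked genes, and 0 were found in that mouse. A single X chromosome was tested by the score of genes that escape X inactivation, which was -0.367 in that mouse and -0.041 to 0.085 in the others. The median of 553 other X-linked genes was 0.021 on the centred log2 scale, inside the range of the other mice of -0.043 to 0.048. A single X chromosome remains a candidate explanation.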

How the results depend on the processing

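The alternatives were chosen before the data were examined, except the GC correction, the removal of Rn45s and, for the named genes, the likelihood-ratio test and the filters on counts, which were chosen after seeing the data. For every change of a result below the cause was not tested. No paired analysis was possible because the groups share no replicate numbers. Counts are of genes with an adjusted p-value under 0.05 in the test named, or in edgeR's quasi-likelihood test where none is named.

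In the NW comparison 0 genes were called (1295 at an unadjusted p under 0.05), and 107 with DESeq2, 113 with the likelihood-ratio test, 112 with all 16 mice in the fit and 206 with the marker scores as covariates. With the GC correction 808 genes had an unadjusted p under 0.05. The other settings, leaving out each mouse included, all gave 0. In Water-Ethanol the count of 70 became 533 with DESeq2, 620 with the likelihood-ratio test, 143 without a filter beyond 1 count, 0 with limma on log2(FPKM + 1) (2581 at an unadjusted p under 0.05), 28 with all 16 mice, 11 with the covariates and 39 with the GC correction. It was 70 with RLE factors and 71 with at least 10 counts in every mouse. In NE the count of 48 became 457 with DESeq2, 375 with the likelihood-ratio test, 26 with limma and 9 with the GC correction, of which 0 lower. It was 51 with all 16 mice, 57 with the covariates and 53 without a filter. Of these, 31, 22 and 44 in that order were among the 48, so a similar number did not mean the same genes. Across the fits that each left out 1 mouse the counts ran from 0 to 797 in Water-Ethanol and from 0 to 283 in NE. Both maxima came without WW replicate 21. The other fits gave at most 84 in Water-Ethanol and at most 11 in NE.

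Between NE and Water-Ethanol 0 genes were called (888 at an unadjusted p under 0.05). DESeq2 called 2, the likelihood-ratio test 2, the fit without a filter 1 and the fits without 1 mouse 0 to 1. For the nicotine effect over all mice the count of 0 (1599 at an unadjusted p under 0.05) became 65 with DESeq2, 54 with the likelihood-ratio test and 0 to 49 without 1 mouse. With the GC correction 868 genes had an unadjusted p under 0.05 for it. The interaction gave 0 (1054 at an unadjusted p under 0.05), 2 with DESeq2, 1 with the likelihood-ratio test and 1 with the covariates. For the ethanol effect the 702 genes became 587 to 1046 over the alternatives and 280 to 899 without 1 mouse.

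NW and Water-Ethanol shared 15 genes with DESeq2, 17 with the likelihood-ratio test and 1 with all 16 mice. NW and NE shared 28, 28 and 5 in these settings. Water-Ethanol and NE shared 193 with DESeq2, 171 with the likelihood-ratio test, 181 at an adjusted p-value under 0.1 and 0 to 170 without 1 mouse. The 170 came without WW replicate 21, and the other fits without 1 mouse gave at most 6. All 3 comparisons shared 13 with DESeq2 and 12 with the likelihood-ratio test. Without 1 mouse, the share of the paper's list changed in its direction was 98.9 to 100% in NW, 98.8 to 100% in Water-Ethanol and 98.3 to 100% in NE. By the ratio of mean FPKM it was 100% in NE. The correlation of the Water-Ethanol and NE fold changes across genes fell to 0.294 with disjoint pairs of WW mice.

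The F statistic of Blue was 6.11 to 14.4 without 1 mouse, that of Midnightblue 19.0 to 28.1 and that of Darkred 12.6 to 21.5. Over the other alternatives set beforehand they were 5.95 to 8.17, 18.3 to 22.4 and 16.4 to 24.0. After removal of Rn45s they were 3.07 for Blue (permutation test, p = 0.067), 13.4 for Midnightblue and 7.08 for Darkred.

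Among the log2 fold changes of the named genes, 69 kept their direction and side of the threshold with RLE factors. With DESeq2 60 did and 9 newly passed it. With the GC correction 60 did, 7 no longer passed and 2 changed sign: Adcy5 in Water-Ethanol to -0.0321 and Htr2c in NW to 0.0135. With all 16 mice in the fit 64 stayed the same, 4 no longer passed and 1 newly passed. With limma on log2(FPKM + 1) 57 stayed the same and 7 no longer passed, and no value was given for Col7a1, Vnn1, A3galt2 and Cd180 in Water-Ethanol and A3galt2 in NE. With the covariates 10 no longer passed, 2 newly passed and Adra1a in Water-Ethanol changed sign, to -0.0113. With the likelihood-ratio test 58 stayed the same and 11 newly passed, and without a filter 68 stayed the same and Kcnb2 in Water-Ethanol newly passed. With at least 10 counts in every mouse all 68 stayed the same, and no value was given for Vnn1 in Water-Ethanol. With each mouse left out in turn, and every gene counted in every fit, 454 values stayed the same. In these fits 79 no longer passed, 11 newly passed and 8 changed sign. Over the fits without 1 mouse, the ranges that crossed 0 were -0.00969 to 0.108 for Drd2 in NW, -0.0172 to 0.0611 for Adcy5 in Water-Ethanol, -0.0259 to 0.0398 for Adra1a in Water-Ethanol and -0.0473 to 0.339 for Cyr61 in NE.

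Among the marker scores, the olfactory bulb difference in NW became -0.163 on log2(FPKM + 1). The sign changed for the pituitary in Water-Ethanol on that scale, to -0.0187, and for blood in NW, to -0.0958. With the median of the markers it changed for the pituitary in NE, to 0.00678, and for the hypothalamus in NW, Water-Ethanol and NE, to -0.0108, -0.0188 and -0.0164.

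In simulated data with 4 against 4 mice, the quasi-likelihood test found 48.5% of genes changed by 0.3 on the log2 scale, 82.5% at 0.5 and 97.5% at 1, with 12.6%, 5.2% and 6.2% of its calls false. For the likelihood-ratio test 23.1%, 15.6% and 14.6% were false, and for DESeq2 13%, 8.8% and 11%. At the same changes the likelihood-ratio test found 61.5%, 86.5% and 99.5% of the changed genes, and DESeq2 57%, 83% and 97%. Each size of change had a single simulated data set with 200 changed genes. Genes were drawn independently of each other. Variation that many genes share in a mouse, such as a low cerebellum score, was therefore absent. These shares may not hold for the real mice.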

Differences from the paper's values

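The values below are counts of genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, beside the paper's. Each was recomputed under 16 alternatives set before the data were examined (20 for the genes shared by all comparisons). A gap is called closed when the recomputed count and the paper's differ by a factor of no more than 1.5.

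In NW the paper's count of DEG is 99, of which 84 lower and 15 higher, and the count here was 0, with 0 lower and 0 higher (1295 at an unadjusted p under 0.05). For the total and for the lower genes the gap was closed by DESeq2, edgeR's likelihood-ratio test and the fit of all 16 mice and by no other alternative. None of the alternatives closed the gap for the higher genes.

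In Water-Ethanol the paper's count is 353 and the count here 70, and none of the alternatives closed the gap. The paper's text gives 268 lower and 85 higher genes, against 28 and 42 here. The FPKM means in S2 Table give the opposite, 85 listed genes lower and 268 higher in Water-Ethanol, and all 342 listed genes that could be tested changed in the direction of those means. Against the numbers by the FPKM means, the gap for the lower genes was closed by the fit without a filter beyond 1 count and that for the higher genes by DESeq2 and edgeR's likelihood-ratio test. In NE the paper's counts are 122 DEG, 46 lower and 76 higher, against 48, 18 and 30 here. None of the alternatives closed these gaps.

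The paper gives 16 genes shared by NW and Water-Ethanol against 0 here, and 12 shared by all comparisons against 0 here (1295 genes were at an unadjusted p under 0.05 in NW). DESeq2 and edgeR's likelihood-ratio test closed both gaps in number, and the other alternatives did not. The genes were mostly others. Of the genes shared by NW and Water-Ethanol, 1 of 15 with DESeq2 and 1 of 17 with the likelihood-ratio test are on the paper's list, and of those shared by all comparisons 1 of 13 and 1 of 12. It gives 17 shared by NW and NE against 0 here and 86 shared by Water-Ethanol and NE against 16 here, and none of the alternatives closed these gaps.

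Genes that the paper calls were not all called here. Of its NW list 0 were called (78 at an unadjusted p under 0.05), 57 with DESeq2, 60 with the likelihood-ratio test, 52 with all 16 mice, 66 with the marker scores as covariates and 69 in any setting. Of its Water-Ethanol list 40 were called, 168 with DESeq2, 200 with the likelihood-ratio test, 77 without a filter, 207 without WW replicate 21 and 248 in any setting. Of its NE list 21 were called, 58 with DESeq2, 58 with the likelihood-ratio test and 61 in any setting.

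No setting called Pomc, Avp, Arc, Fos, Nr4a1, Egr2 or Dusp1 in NW, Il16 in Water-Ethanol, or Grm4, Slc6a13, Fabp7 or Mal in NE. Their adjusted p-values in edgeR's quasi-likelihood test were 0.136 to 0.772. Cav2 in NW was called by DESeq2, the likelihood-ratio test, the fit of all 16 mice and the fit with covariates. In Water-Ethanol, DESeq2 and the likelihood-ratio test called Kcnt1, Adcy6, Col7a1, Kcnb2 and Grin2a, and the likelihood-ratio test called Il20rb. The fit without WW replicate 21 called Fosb, Il20rb, Col5a1, Adcy6, Col6a1, Col7a1, Kcnb2 and Grin2a, the fit without WW replicate 18 called Kcnt1, and the fit without a filter called Kcnb2. In NE, DESeq2 and the likelihood-ratio test called Avp, Irs2 and Mrc1, the fit without NE replicate 5 called Avp and the fit without WW replicate 21 called Irs2.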

Other observations

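Tests in this part were chosen before the data were examined, except the count of genes in which WW replicate 20 lay farthest, the changes of sign without that mouse, the same pair of WW mice for both comparisons and the comparisons with Rn45s and GC content, which were chosen after. Mice were regrouped into other groups of the same sizes, and the number of regroupings with at least as many genes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test was counted, the real one included. It was 1 of 35 for Water-Ethanol, 2 of 35 for NE, 35 of 35 for NW and 35 of 35 for NE against Water-Ethanol. For the effects over all 16 mice it was 1 of 100 for ethanol, 100 of 100 for nicotine and 100 of 100 for the interaction. Grouping WW replicates 18 and 21 with NE replicates 2 and 4 gave 141 genes, against 48 in the real NE comparison. Grouping WW replicates 18 and 21 with NW replicates 7 and 10 gave 322, against 0 in the real NW comparison. Differences between mice that do not follow treatment can thus give more calls than treatment did. Where the real count was 0, as in NW (1295 genes at an unadjusted p under 0.05), NE against Water-Ethanol (888), nicotine (1599) and the interaction (1054), every regrouping reaches it. After the GC correction these numbers at an unadjusted p under 0.05 were 808, 816, 868 and 876.

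Noise of the shared WW mice was tested as an explanation of the similarity of Water-Ethanol and NE. With disjoint pairs of WW mice the correlation of their log2 fold changes across genes fell by 0.445, to 0.294 on average (0.183 to 0.352 over 6 choices). With the same pair of WW mice for both it was 0.803 on average. The shared controls may account for part of the similarity, and the remaining correlation is above 0 in every choice.

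Arc, Fos and Nr4a1 were set against a score of other activity-regulated genes. The relation was Pearson's r = 0.961 and Spearman's rho = 0.935 (permutation p = 1e-05 and 1e-05, Benjamini-Hochberg value 3.43e-05), with r = 0.873 without the 2 farthest mice for Arc, Pearson's r = 0.933 and Spearman's rho = 0.885 (permutation p = 1e-05 and 6e-05, Benjamini-Hochberg value 3.43e-05), with r = 0.784 without the 2 farthest mice for Fos and Pearson's r = 0.954 and Spearman's rho = 0.897 (permutation p = 1e-05 and 1e-05, Benjamini-Hochberg value 3.43e-05), with r = 0.84 without the 2 farthest mice for Nr4a1. The score differed from WW by -0.232 in NW (p = 0.343, exact permutation test). These genes are regulated together with the genes of the score, so the relation cannot separate a difference in neuronal activity at dissection from an effect of nicotine. Avp in NW and in NE was set against the hypothalamus score, with Pearson's r = 0.632 and Spearman's rho = 0.709 (permutation p = 0.00868 and 0.00286, Benjamini-Hochberg value 0.0149), with r = 0.562 without the 2 farthest mice. The score itself differed from WW by 0.09 in NW (p = 0.457, exact permutation test) and 0.097 in NE (p = 0.543, exact permutation test), with the opposite sign when the median of the markers was taken, so a different share of hypothalamus was not shown for the groups. Slc6a13 in NE was set against the meninges score, with Pearson's r = 0.374 and Spearman's rho = 0.218 (permutation p = 0.158 and 0.418, Benjamini-Hochberg value 0.223), with r = -0.111 without the 2 farthest mice, and the meninges score itself differed between NE and WW by -0.153 (exact permutation test, two-sided, p = 0.0286).

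For the genes that the paper lists in all comparisons, tissue left on the brain was tested. Col1a1 and the bone score were related with Pearson's r = 0.779 and Spearman's rho = 0.659 (permutation p = 4.2e-04 and 0.00673, Benjamini-Hochberg value 8.4e-04), with r = 0.542 without the 2 farthest mice, and Col1a1 and the meninges score with Pearson's r = 0.148 and Spearman's rho = 0.315 (permutation p = 0.553 and 0.237, Benjamini-Hochberg value 0.553), with r = -0.025 without the 2 farthest mice. Sp8 and the olfactory bulb score were related with Pearson's r = 0.908 and Spearman's rho = 0.9 (permutation p = 1e-05 and 2e-05, Benjamini-Hochberg value 3.43e-05), with r = 0.89 without the 2 farthest mice, and Fabp7 and that score with Pearson's r = 0.898 and Spearman's rho = 0.844 (permutation p = 3e-05 and 7e-05, Benjamini-Hochberg value 9e-05), with r = 0.855 without the 2 farthest mice. The bone score differed from WW by -0.466 in NW (p = 0.114, exact permutation test), -0.512 in Water-Ethanol (p = 0.0857, exact permutation test) and -0.45 in NE (p = 0.0857, exact permutation test), and the olfactory bulb score by -0.225 in NW (p = 0.0857, exact permutation test), -0.258 in Water-Ethanol (p = 0.314, exact permutation test) and -0.239 in NE (p = 0.0857, exact permutation test). In 9 of the 12 genes WW replicate 20 was the WW mouse farthest from the treated mice. The mouse was picked out after it stood apart, several of these genes peak together in it and some lie close to another WW mouse, so the number carries little weight. Without that mouse the difference of the treated groups' mean log2 CPM (prior count 2) from that of WW, which is not the edgeR log2 fold change, changed sign in 3 of the genes, from -0.48 to 0.90 for Cyp2a5, from -0.65 to 0.77 for Cyp2g1 and from -0.63 to 0.20 for Gfy. Tissue carried over in that control mouse is a candidate explanation for these 3 genes.

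NW replicate 10 had 3.9% of its counts on Rn45s, and the other mice 0.274% to 1.37%. Across genes, which are not independent replicates, the log2 fold change correlated with transcript GC content with Pearson's r = 0.363 in NW, 0.188 in Water-Ethanol and 0.298 in NE. The adult globin genes Hba-a1, Hba-a2, Hbb-bt and Hbb-bs had 0 counts in every mouse, so nothing was drawn from the blood score.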
